# LATS-YAP/TAZ controls lineage specification by regulating TGFβ signaling and *Hnf4α* expression during liver development

**DOI:** 10.1038/ncomms11961

**Published:** 2016-06-30

**Authors:** Da-Hye Lee, Jae Oh Park, Tae-Shin Kim, Sang-Kyum Kim, Tack-hoon Kim, Min-chul Kim, Gun Soo Park, Jeong-Hwan Kim, Shinji Kuninaka, Eric N. Olson, Hideyuki Saya, Seon-Young Kim, Ho Lee, Dae-Sik Lim

## Abstract

The Hippo pathway regulates the self-renewal and differentiation of various adult stem cells, but its role in cell fate determination and differentiation during liver development remains unclear. Here we report that the Hippo pathway controls liver cell lineage specification and proliferation separately from Notch signalling, using mice and primary hepatoblasts with liver-specific knockout of *Lats1* and *Lats2* kinase, the direct upstream regulators of YAP and TAZ. During and after liver development, the activation of YAP/TAZ induced by loss of *Lats1/2* forces hepatoblasts or hepatocytes to commit to the biliary epithelial cell (BEC) lineage. It increases BEC and fibroblast proliferation by up-regulating TGFβ signalling, but suppresses hepatoblast to hepatocyte differentiation by repressing *Hnf4α* expression. Notably, oncogenic YAP/TAZ activation in hepatocytes induces massive p53-dependent cell senescence/death. Together, our results reveal that YAP/TAZ activity levels govern liver cell differentiation and proliferation in a context-dependent manner.

## Abstract (web summary)

The Hippo pathway regulates the differentiation of stem and progenitor cells, but it is unclear how it acts in liver development. Here, the authors knockout Hippo pathway components *Lats1* and *2* in the liver, causing suppression of hepatocyte differentiation but promoting biliary cell differentiation.

For proper organ development and maintenance, the self-renewal and differentiation of stem/progenitor cells must be spatiotemporally regulated. Throughout the development of an embryo, environmental cues trigger transcriptional changes in progenitor cells, which determine lineage specificities by multiple events^1^,^2^. In the embryonic liver, progenitor cells called hepatoblasts have the potential to differentiate into hepatocytes or intrahepatic biliary epithelial cells (BECs)^3^. These differentiation fates can be determined by the localization of the hepatoblast with respect to the portal vein^4^: hepatoblasts exposed to ligands from portal venous endothelial cells (for example, JAG1 and TGFβ) differentiate into primitive ductal plate cells and subsequently form bile ducts^5^, while hepatoblasts located further from the portal vein differentiate into hepatocytes^6^. During the neonatal period, hepatocytes proliferate rapidly to expand the liver mass while bile duct morphogenesis is completed. With respect to the control of hepatoblast differentiation, NOTCH, SOX9, HHEX, HNF6, ONECUT-2 and FOXM1B are known to specify BECs, while HNF1α, HNF1β, FOXA2, HNF4α, HNF6 and LRH-1 specify hepatocytes^4^. Adult hepatocytes, which are normally quiescent, proliferate in response to liver injury to recover the parenchyma. However, if hepatocytes are not able to restore more severely damaged livers, regeneration of liver requires the proliferation and differentiation of adult liver stem/progenitor cells through many signalling pathways and transcription factors^7^. It has been suggested that dysregulation of the involved factors can impair regeneration and trigger the development of cancer^8^.

The Hippo pathway, which restricts the proliferation of stem/progenitor cells and plays key roles in organ size control and regeneration^9^,^10^,^11^,^12^,^13^, comprises large tumour suppressors 1 and 2 (LATS1/2); MOB kinase activator 1A and 1B; the STE20-like kinases (MST1 and -2); neurofibromatosis 2 (NF2) and SAV1. On activation by upstream signals, MST1/2 phosphorylate and thereby activate LATS1/2 with the help of SAV1, and LATS1/2 then phosphorylate and inhibit the oncogenic transcriptional co-activators, YAP and TAZ (refs 14, 15). Many previous studies of the Hippo pathway have focused on adult liver carcinogenesis^16^,^17^,^18^. Such work has shown that *Nf2*-, *Mst1/2*- and *Sav1*-liver-specific knockout mice and YAP wild-type (WT) or S127A over-expressing mice exhibited varying degrees of hepatomegaly, over-proliferation of biliary/progenitor cells and hepatocellular carcinoma (HCC)^9^,^19^,^20^,^21^,^22^,^23^,^24^,^25^,^26^. In contrast, little research has focused on whether and how the Hippo pathway controls embryonic liver development.

Importantly, a recent study suggested that ectopic activation of YAP can convert mature hepatocytes into cells with hepatic progenitor properties in the adult liver, and that Notch signalling functions as a downstream target of YAP in this de-differentiation process^27^. However, the other targets of YAP responsible for controlling cell fate determination and the properties of such cells are unknown.

Here, using mice with liver-specific conditional knockout of both *Lats1/2*, we show that hyper-activation of YAP/TAZ, enhancement of BEC differentiation, and inhibition of hepatocyte differentiation *in vitro* and *in vivo*. Surprisingly, Notch signalling does not play an important role in the abnormal differentiation of *Lats1/2*-knockout hepatoblasts. Finally, we newly discover TGFβ signalling, HNF4α and the p53 pathway as downstream effectors of YAP/TAZ activation in the cell fate determination and differentiation of *Lats1/2*-deleted liver cells.

## Results

### *Lats1/2*-deleted hepatoblasts differentiate into BECs

The LATS1/2 kinases directly phosphorylate and inhibit the activities of YAP and TAZ in the Hippo pathway. To investigate the roles of LATS1/2 in liver cell specification, we generated a liver-specific *Lats1/2*-knockout mouse using the Albumin-Cre mouse system (*Lats1*^−/−^*; Lats2*^*fl/fl*^*; Alb-cre*; hereafter designated L1L2_Alb). We first isolated hepatoblasts from control and L1L2_Alb E14.5 livers, cultured them and examined their differentiation into either BECs or hepatocytes (Fig. 1a). We observed that a >50% reduction of LATS1/2 expression in the L1L2_Alb cells as well as a corresponding reduction in YAP. 

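RNA of these cultures was also sequenced, as 1 control and 1 L1L2_Alb library of undifferentiated hepatoblasts (iHBs), 1 control and 2 L1L2_Alb libraries of cells differentiated to hepatocytes (iHPs), and 1 control and 2 L1L2_Alb libraries of cells differentiated to BECs (iBECs). The authors deposited 1 value per gene and library in RPKM, the reads of a gene scaled by its length and by the size of the library. *Lats1* was at 10.6 RPKM in control iHB and 13.9 RPKM in the library labelled L1L2_Alb iHB. In iHPs it was at 11.2 RPKM in the control and at 22.7 and 7.12 RPKM in the libraries labelled L1L2_Alb, and in iBECs at 5.38 RPKM in the control and at 9.69 and 9.91 RPKM in those libraries. *Lats2* was at 9.23 RPKM in control iHB and 19.7 RPKM in the library labelled L1L2_Alb iHB, at 10.2 RPKM in control iHP against 17.7 and 27.6 RPKM, and at 6.90 RPKM in control iBEC against 10.9 and 12.4 RPKM. Across the 3 culture stages, fitted with limma on log2(RPKM + 1) with the stage as a block, the log2 fold change of *Lats1* was 0.44 (standard error 0.335, adjusted p = 0.46, higher in 4 of 5 libraries labelled L1L2_Alb). The log2 fold change of *Lats2* was 0.90 (standard error 0.203, adjusted p = 0.0312 from limma, higher in 5 of 5). Of the 13 alternative settings, leaving out the iHB stage moved the *Lats2* test most, to an adjusted p of 0.148 in a range from 0.025 to 0.148. Without L1L2_Alb iHP replicate 2, *Lats1* reached a log2 fold change of 0.70 and an adjusted p of 0.0499, in a range up to 0.785. *Yap1* RNA differed by a log2 fold change of 0.17 (adjusted p = 0.566 from limma, higher in 5 of 5). In iHPs the libraries labelled L1L2_Alb went opposite ways for *Lats1*, lower in replicate 2. The RNA of neither gene was lower over the stages together, and values per gene do not separate reads on exons missing from the mutant alleles from reads on the other exons. The genotype of every library is given here as labelled.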

*Lats1/2*-deleted cells also showed an up-regulation of YAP target genes (Supplementary Fig. 1a–c). 

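In the library labelled L1L2_Alb iHB, *Ctgf* was at 2469 RPKM against 523 RPKM in control iHB, and *Cyr61* at 848 RPKM against 194 RPKM, log2 fold changes of 2.24 and 2.12 on the log2(RPKM + 1) scale. With 1 library of each genotype these differences in iHBs have no replicate check. In iHPs, *Ctgf* was at 388 RPKM in the control and at 1183 and 1168 RPKM in the libraries labelled L1L2_Alb, and in iBECs at 202 RPKM in the control against 412 and 771 RPKM. The fit across the stages gave *Ctgf* a log2 fold change of 1.73 (standard error 0.261, adjusted p = 0.00796 from limma) and *Cyr61* one of 1.93 (standard error 0.201, adjusted p = 0.00222), each higher in 5 of 5 libraries. *Timp2* rose in 5 of 5 libraries (log2 fold change 1.28, adjusted p = 0.00882 from limma), while *Ankrd1* rose in 4 of 5 and did not pass the threshold (0.58, adjusted p = 0.237). *Wwtr1*, which encodes TAZ, rose by 0.68 (adjusted p = 0.0363 from limma, higher in 5 of 5), although its adjusted p ranged from 0.0248 to 0.17 and was under 0.05 in 5 of the 13 alternative settings. *Ctgf* lost its call when a stage was left out, with an adjusted p of 0.0848 without iHPs and 0.0533 without iHBs, and *Timp2* with 0.0964 and 0.0626.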

Compared with control hepatoblasts, *Lats1/2*-deficient hepatoblasts gave rise to more and larger BEC colonies, and the iBECs (*in vitro* differentiated BECs) were found to express more *cytokeratin 7* and *19*, which are BEC markers (Fig. 1b). 

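The values given here are RNA-sequencing values of such cultures, whereas the paper measured the 2 cytokeratins by qRT-PCR. In the control iBEC library, *Krt7* was at 62.3 RPKM, and in the libraries labelled L1L2_Alb iBEC at 319 and 568 RPKM, a mean log2 fold change of 2.75 (SD 0.588, n = 2 libraries). *Krt19* was at 83.7 RPKM in the control and at 254 and 355 RPKM in the libraries labelled L1L2_Alb, a mean log2 fold change of 1.83 (SD 0.343, n = 2 libraries). As there was 1 control library of iBECs, the test used all 3 stages. The fit gave *Krt7* a log2 fold change of 2.17 (standard error 0.274, adjusted p = 0.00422 from limma, higher in 5 of 5 libraries) and *Krt19* one of 1.31 (standard error 0.26, adjusted p = 0.0205, higher in 5 of 5). *Krt7* reached an adjusted p of 0.05 and lost its call without iHPs, in a range from 0.0035. The call for *Krt19* was lost without iBECs (log2 fold change 1.01, adjusted p = 0.0909), without iHPs (adjusted p = 0.152) and with no filter on low values (adjusted p = 0.0563), the adjusted p ranging from 0.0178 to 0.152. The control iBEC library held less of both RNAs than the control iHB library, in which *Krt7* was at 399.6 RPKM and *Krt19* at 273 RPKM.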

For hepatocyte differentiation, we treated our *in vitro* culture system with the specific ligand, Oncostatin M. The transcription factor, HNF4α, which is critical for hepatocyte specification, was expressed normally in control iHPs (*in vitro* differentiated hepatocytes). Surprisingly, however, the expression levels of *Hnf4α, Cyp7a1*, which is an HNF4α target gene and a marker of mature hepatocytes^28^, along with many other hepatocyte-related genes were significantly reduced in *Lats1/2*-deficient iHPs (Fig. 1c and Supplementary Fig. 1d), suggesting that such cells are defective in their differentiation to hepatocytes. 

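The values given here are from the RNA-sequencing libraries, whereas the paper's levels of these genes are from qRT-PCR. *Hnf4a* was at 64.3 RPKM in control iHP and at 23.7 and 22.4 RPKM in the libraries labelled L1L2_Alb iHP, a mean log2 fold change of -1.44 (SD 0.0536, n = 2 libraries). Both libraries were set against the same control iHP library, so that this SD holds no spread between controls. Across the 3 stages the log2 fold change of *Hnf4a* was -1.33 (standard error 0.161, adjusted p = 0.00373 from limma, lower in 5 of 5 libraries). It lost its call in 1 of the 13 alternatives, the fit without iHPs (-1.26, adjusted p = 0.0562). *Cyp7a1* had 152 reads in control iHP, and 2 and 0 reads in the libraries labelled L1L2_Alb iHP. The latter lie under a floor of 3 reads, so that *Cyp7a1* was at least 33.4-fold lower, and its mean over the libraries was too low for it to be tested. Of 38 genes characteristic of liver, such as *Alb* and *Ttr*, 36 were tested, and their median log2 fold change in iHPs was -2.60 (-2.55 and -2.68 in the 2 libraries labelled L1L2_Alb). Among 10000 random lists of the same size and expression this median lay at percentile 0, and 1 of the 36 genes was higher. In the fit across the stages, 23 of them passed the threshold over all genes tested and 27 when adjusted over the list alone, all of them lower. Camera, limma's test for gene lists, gave them a median of -2.08 and an adjusted p of 1.34e-20, which became 0.013 with fry and 0.143 with an estimated correlation between genes. From the reduced expression in iHPs, the paper proposes that these cells are defective in their differentiation to hepatocytes.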

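The sequenced cells were grown from hepatoblasts, the progenitors that give rise to hepatocytes and BECs, isolated from E14.5 livers. iHPs had been treated with Oncostatin M, a cytokine that promotes hepatocyte maturation, at 12.5 ng per ml for 6 days according to the paper's methods and for 5 days according to the sample labels. iBECs had been differentiated for 14 days. The deposited table lists genes by symbol, and the aligner, the counting method, the genome build and the annotation are not named in the paper's text, nor is the unit, which was inferred to be RPKM (or the same per fragment) from the values. Neither the paper's text nor the labels state whether the 2 libraries of a condition came from different embryos, or give a sequencing batch. Short RNA genes of known length changed in whole steps, and the size of the steps gave the number of reads per library. There were 28460336 reads in control iHB and 28694163 in L1L2_Alb iHB, 27991895 in control iHP, 18436865 and 21308633 in the L1L2_Alb iHP libraries, 33229075 in control iBEC, and 25881133 and 23841792 in the L1L2_Alb iBEC libraries. Whole reads were recovered for 14183 of the 17774 genes above 0 in at least 4 libraries (79.8%). The 2 libraries of a condition differed by far more than counting noise, with a chi-square per degree of freedom of 150.2 over 12188 genes in iHPs and 124 over 12897 genes in iBECs. This does not show whether they came from separate cultures, since it is a comparison with counting noise only. They were counted as separate replicates without that being known.
From the deposited values, log2(RPKM + 1) was computed without further scaling, and the 13421 genes with a mean of at least 1 RPKM were fitted with limma. As each stage had 1 control library, the effect common to the 3 stages was the only effect of genotype with replicates in both genotypes, with 4 residual degrees of freedom. Under a Benjamini-Hochberg adjusted p of 0.05, 1284 genes differed, 832 of them higher and 452 lower in the libraries labelled L1L2_Alb, and 1279 of the 1284 changed the same way in all 5 libraries. At an unadjusted p under 0.05 there were 3524. The alternative that moved the count most was leaving out iHPs, which called 132 genes, while leaving out iHBs called 326. Without L1L2_Alb iHP replicate 1 there were 844 and without L1L2_Alb iBEC replicate 2 there were 793. With the 2 libraries of a pair averaged, so that they do not count as replicates, 972 genes were called, 861 of them among the 1284. *Foxa2* (adjusted p = 0.0584 from limma) and *Wwtr1* (0.0547) lost their calls in that fit. With upper-quartile scaling the calls were nearly even, 612 higher and 575 lower, or 51.6% higher against 64.8% as deposited, and without iBECs more were lower, 873 against 523 higher. The test of whether the effect differed between the stages called 0 genes (smallest adjusted p = 0.122), with 733 at an unadjusted p under 0.05, and effects in single stages are therefore described without a test. Among genes called and changed the same way in all 5 libraries, the 5 largest decreases were in *A2m* (log2 fold change -3.92), *Prg2* (-3.74), *Bhmt* (-3.71), *Vtn* (-3.57) and *Apof* (-3.51), with adjusted p from limma between 6.05e-04 for *A2m* and 0.0119 for *Prg2*. *Prg2* was among the listed haematopoietic markers, and for it fewer blood cells in the cultures cannot be told apart from lower expression. *Prg2* lost its call without iHBs or iHPs (adjusted p up to 0.131), and *Vtn* and *Apof* lost theirs without iHPs (0.0875 and 0.0679). *Bhmt* had 0 reads in L1L2_Alb iHB, at least 128-fold lower than in its control. The 5 largest increases were in *Tff1*, *Slc39a8*, *S100a7a*, *Sept4* and *Serpinb9b*.

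**Figure D1:**
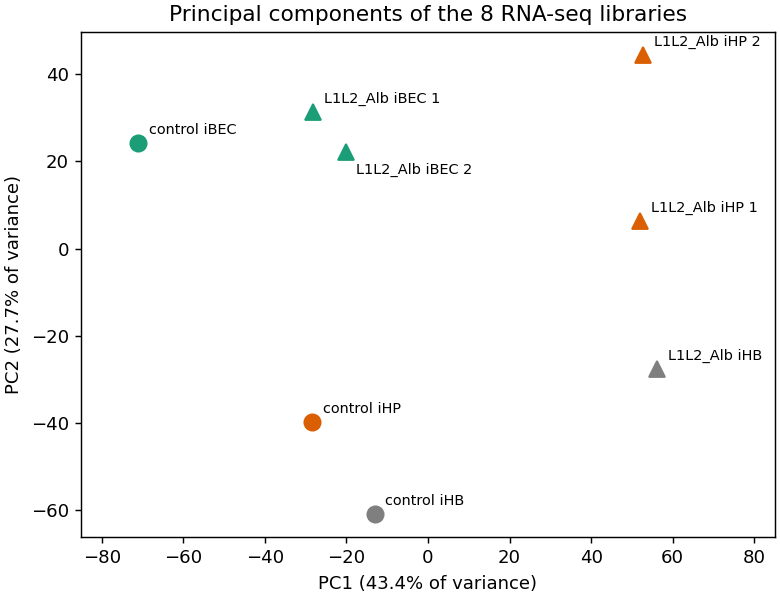
Principal components of log2(RPKM + 1) of the 13421 genes, with each point 1 library, the first component (43.4% of the variance) on the x axis and the second (27.7%) on the y axis. L1L2_Alb iHB and the 2 L1L2_Alb iHP libraries lie at 52.0 to 56.1 on the first component, the L1L2_Alb iBEC libraries at -28.1 and -20.2, and the controls from -71.0 to -13.1.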

To investigate the signals downstream of LATS1/2-YAP/TAZ that guide hepatoblast lineage specification to hepatocytes and BECs, we performed an RNA-sequencing analysis with iHBs (*in vitro* cultured heptoblasts), iBECs and iHPs. 

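The MSigDB gene sets were not used here, and lists of well-known genes were tested in their place. For each list the median log2 fold change in a stage is given with its percentile among 10000 random lists of the same size matched on mean expression, and the test across the 3 stages is camera on the limma fit, adjusted over 14 lists. Of the 21 YAP targets listed, 20 were tested. Their median was 0.60 in iHBs, 1.07 in iHPs and 1.09 in iBECs, above all the random lists in each stage (percentile 100), and 0.93 and 1.07 in the single libraries labelled L1L2_Alb iHP and 0.99 and 1.12 in those labelled L1L2_Alb iBEC. Across the stages the median was 1.08 (adjusted p = 1.18e-06), with 16 of the 20 genes higher and 4 lower. Of these, 11 were called over all genes tested, all higher, and 13 when adjusted over the list alone, 12 higher and 1 lower. Part of the rise in iBECs is shared by all genes, whose median was 0.25 in that stage, 0.07 after upper-quartile scaling and -0.005 after quantile normalization, whereas in iHPs it was -0.007 and became -0.11 after upper-quartile scaling. After upper-quartile scaling the YAP targets had medians of 0.95 in iHPs and 0.89 in iBECs. Genes of bile acid metabolism, of which 15 of 20 were tested, had medians of -0.62 in iHBs, -0.93 in iHPs and -0.63 in iBECs, at percentiles of 0.03, 0.02 and 0 (adjusted p = 4.19e-06 across the stages, 14 of 15 genes lower). Of these, 5 were called over all genes and 8 when adjusted over the list alone. Genes of the Hedgehog pathway, 7 of 14 tested, had medians of -0.51, -0.25 and 0.12, the last becoming -0.05 after upper-quartile scaling. In the single libraries labelled L1L2_Alb their medians were -0.004 and -0.015 in iHPs and 0.135 and 0.228 in iBECs. The median of -0.25 in iHPs was thus not seen in either library alone. The Hedgehog list did not pass the test (adjusted p = 0.771). In this list, 1 gene was called over all genes and 1 when adjusted over the list alone. Of the 14 lists, 9 passed camera with a preset correlation of 0.01, 5 passed fry (among them the YAP targets, E2F targets, liver genes and bile acid metabolism), and 0 passed camera with an estimated correlation, the smallest adjusted p then being 0.118 for the YAP targets.

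**Figure D2:**
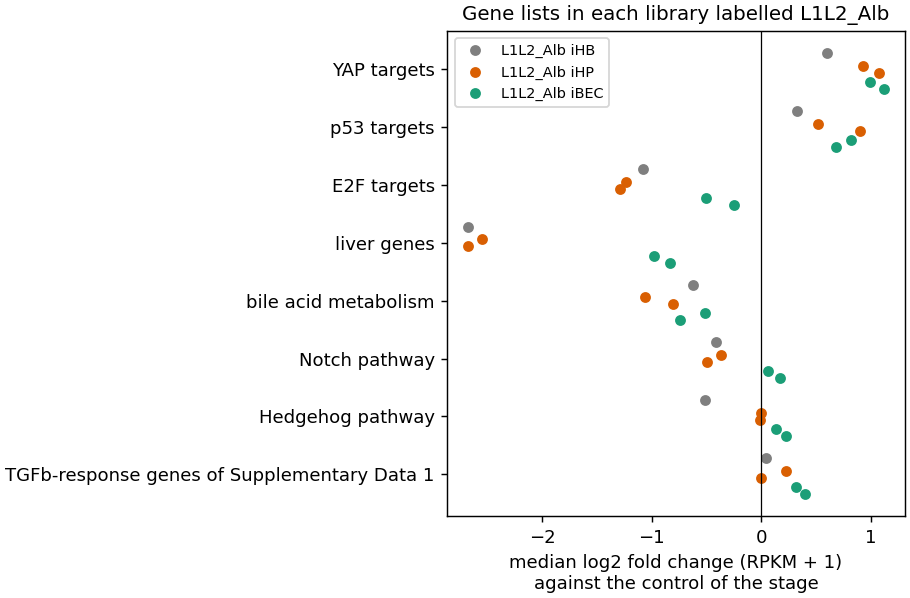
Median log2 fold change, on the log2(RPKM + 1) scale, of 8 gene lists (y axis) in each library labelled L1L2_Alb against the control of its stage (x axis), with 1 point per library. The medians of the YAP targets lie between 0.60 and 1.12, those of the liver genes between -2.68 and -0.83.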

Using gene set enrichment analysis, we found that along with the up-regulation of YAP target genes, *Lats1/2*-deficient iBECs and iHPs also show specific enrichment in several other signalling pathways (Fig. 1b,c and Supplementary Fig. 1c). JAG1-NOTCH-SOX9 signalling is known to trigger hepatoblast to BEC differentiation during liver development as well as hepatocyte de-differentiation^29^,^30^,^31^,^32^. Moreover, in the liver, mutations that trigger dysfunctions of NOTCH or JAG1 cause an absence of bile ducts similar to that seen in *Yap* deficient^33^,^34^,^35^. Notch signalling has been suggested as a target of YAP with regard to adult liver cell de-differentiation^27^. Thus, we expected an up-regulation of Notch signalling in *Lats1/2*-deficient cells. Instead, we found no significant change in Notch signalling in *Lats1/2*-deficient cells and an unexpected up-regulation of genes normally down-regulated by NOTCH1 activation in *Lats1/2*-deficient iBECs (Fig. 1b). 

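In the RNA-sequencing libraries, 10 of 18 genes of the Notch pathway were expressed highly enough to be tested. Their median log2 fold change across the stages was -0.20, with 8 genes lower and 2 higher in the libraries labelled L1L2_Alb, and the list did not pass camera (adjusted p = 0.128 from limma; 0.404 with fry). None was called, neither over all genes tested (0) nor when adjusted over the list alone (0), and 0 had an unadjusted p under 0.05. The median was -0.42 in iHBs, -0.37 in iHPs and 0.22 in iBECs, at percentiles of 8.85, 11.8 and 48.0 of the matched random lists. In the single libraries labelled L1L2_Alb it was -0.371 and -0.493 in iHPs and 0.064 and 0.171 in iBECs. The stage median of 0.22 in iBECs lay near the median of all genes, and upper-quartile scaling brought it to 0.05. With no filter on low values, the list passed with an adjusted p of 0.0175, the lowest of a range up to 0.479. The set of genes down-regulated by NOTCH1 was not analysed here.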

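For the ligand gene *Jag1*, the receptor gene *Notch2* and the Notch target genes, the values given here are from the RNA-sequencing libraries and not from qRT-PCR. *Jag1* was at 25.4 RPKM in control iHB and 15.9 RPKM in the library labelled L1L2_Alb iHB, at 17.0 RPKM in control iHP against 10.4 and 15.9 RPKM, and at 5.05 RPKM in control iBEC against 4.40 and 4.30 RPKM. Its log2 fold change across the stages was -0.38 (standard error 0.2, adjusted p = 0.283 from limma), lower in 5 of 5 libraries labelled L1L2_Alb and without a call in any of 13 alternative settings, where it ranged from -0.49 to -0.27. *Notch2* had a log2 fold change of -0.14 (standard error 0.326, adjusted p = 0.837 from limma), lower in 3 libraries and higher in 2. Without L1L2_Alb iHP replicate 2, in which *Notch2* was at 5.42 RPKM against 14.6 RPKM in the control, it was 0.10, and without iHPs 0.15. *Sox9* changed by -0.36 (adjusted p = 0.616 from limma, lower in 4 of 5), with 17.9 and 5.49 RPKM in the 2 libraries labelled L1L2_Alb iHP against 8.87 RPKM in the control, a spread (SD 1.09) larger than its change in that stage. In iBECs it was at 13.3 RPKM in the control and at 4.89 and 6.87 RPKM in the libraries labelled L1L2_Alb, and without iBECs the change across the stages was 0.05. *Hes1* changed by -0.09 (adjusted p = 0.839 from limma, higher in 3 of 5), and by 0.16 without iHBs. *Hey1* was too low to be tested. It was at 1.61 RPKM, or 101 reads, in control iHB and 0.253 RPKM, or 16 reads, in L1L2_Alb iHB, and at 0.951 RPKM or less in the other libraries.

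**Figure D3:**
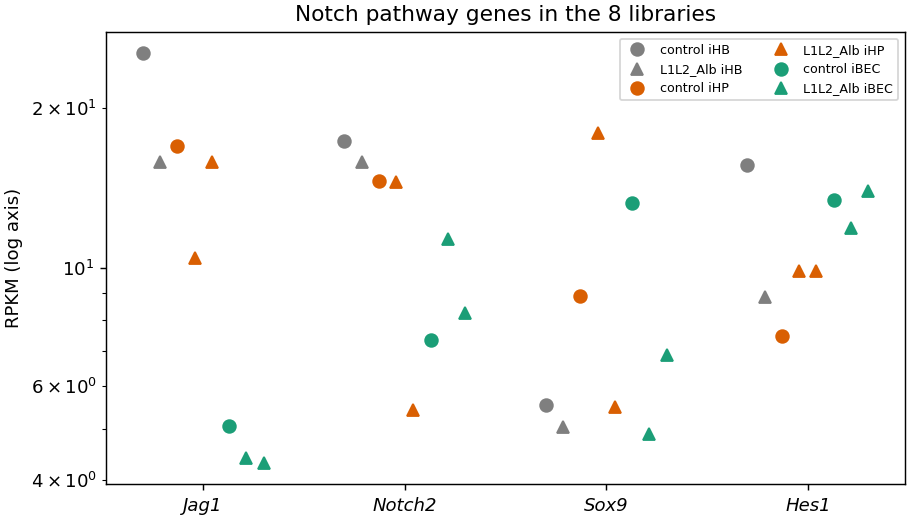
RPKM, on a log axis, of *Jag1*, *Notch2*, *Sox9* and *Hes1*, with 1 point per library, controls beside libraries labelled L1L2_Alb in each stage. *Jag1* falls from 25.4 RPKM in control iHB to 4.30 RPKM in the lowest iBEC library and lies below the control of its stage in each of the 5 libraries labelled L1L2_Alb.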

Although we observed a significant increase in the mRNA expression level of *Jagged1* in *Lats1/2*-deficient cells, no such change was observed in the mRNA levels of *Notch2* and its target genes, *Sox9*, *Hes1* and *Hey1* (Fig. 1d). Thus, we hypothesized that some other signalling pathway, distinct from Notch, must be involved in the enhancement of BEC differentiation induced by loss of *Lats1/2* kinase.

### *Lats1/2*-deleted livers is distinct from N1ICD Tg livers

To demonstrate the *in vivo* role of LATS1/2 during liver development, we next analysed control and L1L2_Alb livers over the course of embryonic development (E). L1L2_Alb livers exhibited abnormal multilayered ductal plates at E16.5, when the ductal plate is forming and ductal cells rapidly proliferate. This ductal plate expansion grew more evident over developmental time as the *Lats1/2* levels dropped even further (Fig. 2a–c and Supplementary Fig. 2a). On postnatal period (P) P1, L1L2_Alb livers were filled with immature BECs and fibroblasts at the expense of functionally mature hepatocytes. Moreover, we found high levels of proliferation only among committed BECs, not committed hepatocytes (Fig. 2h–j). Finally, we found that the L1L2_Alb mice died before weaning, due to the large number of immature BECs and lack of functional hepatocytes (Fig. 2a and Supplementary Fig. 2b–d). It is noted that the size of L1L2_Alb liver was similar to control livers. The premature death of L1L2_Alb mice may not allow sufficient time for sufficient growth in the mutant livers.

Livers tissue-specifically over-expressing the Notch1 intracellular domain (N1ICD Tg_Alb) had more tubular intrahepatic bile ducts (Supplementary Fig. 3a) and ultimately develop cholangiocarcinomas. In contrast, L1L2_Alb livers, although they too contained few functional hepatocytes, consisted mainly of immature BECs that had not completed morphogenesis (Fig. 2a,d). Remarkably, the immature BECs in *Lats1/2*-deleted livers were strongly CK19-positive when compared with those found in N1ICD Tg_Alb livers (Fig. 2a,d). Microarray and quantitative reverse transcription-PCR (qRT-PCR) analyses of L1L2_Alb livers confirmed the up-regulation of BEC signature genes (*Krt7* and *Krt19*) and the down-regulation of hepatocyte signature genes (*Hnf4α*, *Cyp7a1* and *Cebpα*; Supplementary Table 1); the changes in the expression of these signature genes were more severe in L1L2_Alb livers than in N1ICD Tg_Alb livers (Fig. 2f,g). In addition, N1ICD overexpression was associated with high expression of bile duct morphogenesis-related genes, whereas we observed no such change in L1L2_Alb livers (Fig. 2g). Thus, it seems that, when compared with loss of *Lats1/2*, activation of Notch signalling induces a different, less severe reduction in embryonic liver function.

To further investigate the genetic relationship between the Notch and Hippo pathways, we generated *Lats1*^−/−^*; Lats2*^*fl/fl*^*; RbpJ*^*fl/fl*^*; Alb-cre* (L1L2RbpJ_Alb) mice and N1ICD *Tg; Yap*^*fl/fl*^*; Alb-cre* (N1ICD Tg; Yap_Alb) mice. The livers with a deletion of RbpJ (recombination signal binding protein for immunoglobulin kappa J region), a downstream effector of Notch signalling, showed complete absence of NOTCH1/2 activation and defective bile duct morphogenesis^36^. Still, L1L2RbpJ_Alb livers showed severe expansion of immature BECs although there was marginal reduction of BECs and increase of hepatocytes compared with L1L2_Alb livers (Fig. 2e–g). Moreover, *Yap* deficiency in N1ICD over-expressing mice significantly diminished cytokeratin expression without alteration in *Sox9* expression (Supplementary Fig. 3b–d). Based on these data, we speculated that, rather than acting downstream of YAP/TAZ activation, the Notch and Hippo pathways run in parallel. Thus, NOTCH-SOX9 signalling and Hippo-YAP/TAZ signalling are both important for lineage specification during liver development.

### The degree of BEC proliferation is tuned by YAP/TAZ activity

Since LATS1/2 directly phosphorylate YAP/TAZ and inhibit their activity, we next examined the localizations of YAP and phosphorylated YAP (S127). In control, embryonic liver obtained at E16.5, YAP was found to be localized in nuclei of the cells that made up the ductal plate (which give rise to intrahepatic bile ducts after birth), while phosphorylated YAP (S127) was localized to the cytoplasm of ductal plate cells and observed more sparsely in the cytoplasm of all cells throughout the liver (Fig. 3a and Supplementary Fig. 4a). In contrast, the levels of nuclear active YAP/TAZ were strongly increased in L1L2_Alb livers, but the phosphorylation level of YAP was diminished (Fig. 3a,b and Supplementary Fig. 2e). Consistent with this finding, L1L2_Alb livers displayed up-regulation of YAP signature genes including *Ankrd1, Ctgf* and *Cry61* (Fig. 3b–d, Supplementary Fig. 2f and Supplementary Table 2).

Based on the previous finding that liver-specific *Yap*-knockout mice failed to develop bile ducts^35^, we next tested whether YAP, TAZ or both were essential for the ductal plate cell expansions observed in L1L2_Alb livers. We found that *Yap/Taz* double-knockout mice showed more significant reductions of bile ducts (Supplementary Fig. 4b), suggesting that both YAP/TAZ are required for ductal plate cell proliferation and bile duct formation. Interestingly, mice that harboured either *Yap* or *Taz* (*Lats1*^−/−^*; Lats2*^*fl/fl*^*; Yap*^*fl/fl*^*; Taz*^*+/+*^*; Alb-Cre* or *Lats1*^−/−^*; Lats2*^*fl/fl*^*; Yap*^*+/+*^*; Taz*^*fl/fl*^*; Alb-Cre*) showed partially rescued phenotypes, but still exhibited abnormal liver development (Fig. 3e) and died within 1 month of birth. Only complete *Yap/Taz* deletion yielded a lack of ducts and complete rescue of the L1L2_Alb phenotype (Fig. 3f), indicating that one copy of *Yap* or *Taz* confers sufficient activity to promote ductal plate cell expansion in *Lats1/2*-deficient livers. These results collectively suggest that YAP and TAZ are both required for ductal plate formation and its proliferation, and that their hyper-activation by ablation of *Lats1/2* in embryonic livers enhances ductal plate cell proliferation.

The overexpression of YAP in our *in vitro* system yielded a phenocopy of *Lats1/2* deletion. In addition, the degrees to which BEC and hepatocyte differentiation were enhanced and suppressed, respectively, were modulated by YAP activity (Fig. 3g,h), potentially accounting for the expansion of biliary/progenitor cells in liver-specific *Mst1/2* double knockout and *Nf2* knockout livers (Fig. 3i). These results suggested that the increased YAP activity triggered by deletion of Hippo pathway components preferentially promotes the differentiation of hepatoblasts to BECs and increases their proliferation.

### Hyper-active YAP/TAZ up-regulates TGFβ signalling

Our comparative analysis suggests that, during liver development, Hippo-YAP/TAZ signalling controls liver cell specification by regulating several pathways other than Notch signalling. In addition to JAG1, which activates Notch signalling to induce BEC differentiation, TGFβ is secreted from mesenchymal cells around the portal vein, where it induces differentiation into BECs (refs 37, 38), then TGFβ signalling is diminished during bile duct morphogenesis^30^. Consistently, TGFβ-up-regulated livers show expansion of immature BECs (ref. 39). 

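Supplementary Data 1 gives the log2 values behind the heat map of Fig. 4a, as L1L2_Alb against control in each stage, for 148 genes. All 148 are in the deposited table, and the supplement's values differ from mean differences of log2(RPKM + 1) by a median of 0.0001 and by at most 0.0313, so that they are on the scale used here. Of these genes, 126 were tested. Their median log2 fold change was 0.04 in the library labelled L1L2_Alb iHB, 0.07 in iHPs (0.22 and -0.004 in the 2 libraries) and 0.32 in iBECs (0.32 and 0.40), at percentiles of 99.1, 84.7 and 98.3 of matched random lists. In iHPs the sign depended on the scaling and the library, as the median was -0.04 after upper-quartile scaling, and in iBECs it was 0.15 after that scaling. Across the stages the median was 0.14, with 78 genes higher and 48 lower, and the list did not pass camera (adjusted p = 0.0768 from limma; 0.0722 with fry). The adjusted p ranged from 0.0293 to 0.561 and was under 0.05 in 5 of 15 alternative settings, among them the fits without L1L2_Alb iHP replicate 2 (0.0436) and without iHPs (0.0375). The limma test called 27 of the genes over all genes tested, 21 higher and 6 lower, and 40 when adjusted over the list alone, 30 higher and 10 lower. As the study displays this list for these samples, the latter count is not independent evidence.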

Strikingly, we found that certain sets of TGFβ-responsive genes were significantly enriched in *Lats1/2*-deleted iHBs, iBECs and iHPs (Fig. 4a and Supplementary Data 1). Moreover, the mRNA expression of *Tgfβ2* was significantly elevated among *in vitro* differentiated cells and L1L2_Alb livers (Fig. 4b). 

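The libraries of cultured cells were measured by RNA sequencing, and the livers were not analysed here. *Tgfb2* was at 7.83 RPKM (1053 reads) in control iHB and 27.9 RPKM (3777 reads) in the library labelled L1L2_Alb iHB. In iHPs it was at 5.07 RPKM in the control and at 17.6 and 20.1 RPKM in the libraries labelled L1L2_Alb, a mean log2 fold change of 1.71 (SD 0.126, n = 2 libraries). In iBECs it was at 1.19 RPKM (186 reads) in the control and at 4.39 and 3.93 RPKM, a mean log2 fold change of 1.24 (SD 0.0907, n = 2 libraries). Across the stages its log2 fold change was 1.54 (standard error 0.187, adjusted p = 0.00373 from limma, higher in 5 of 5 libraries). It fell short of the threshold in the fit without iHPs (log2 fold change 1.44, adjusted p = 0.0607), the highest adjusted p of its 13 alternatives, of which the lowest was 0.00222. *Tgfb2* was also 1 of the genes of the YAP list.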

We also observed that SMAD2/3 was localized to the nuclei of expanded BECs, indicating that TGFβ signalling was activated in L1L2_Alb livers (Fig. 4c). To define whether YAP directly regulates the transcription of *Tgfβ2*, we searched the *Tgfβ2* locus for TEAD-binding sequences which are recognized by YAP-TEAD complexes. Chromatin immunoprecipitation experiments revealed that YAP bound to the *Tgfβ2* locus (+9.2 kb; Fig. 4d). Importantly, we observed that treatment with 50 μM of the TGFβ receptor inhibitor, SB431542, significantly suppressed the BEC differentiation of YAP 5SA over-expressing hepatoblasts (Fig. 4e) and slightly restored the expression levels of *Hnf4α* and *Cyp7a1* in hepatocytes over-expressing the YAP 5SA mutant (Fig. 4f). These results suggest that activation of TGFβ signalling might be a main mechanism through which BEC commitment, proliferation and defective bile duct morphogenesis are enhanced in *Lats1/2*-deficient hepatoblasts and embryonic liver.

### *Lats1/2* deletion triggers transition of hepatocytes to BECs

Next, we questioned whether deletion of *Lats1/2* after liver development could also enhance TGFβ2 secretion in adult livers, leading to the expansion of immature BECs, the de-differentiation of hepatocytes into biliary/progenitor cells and/or hepatic tumour development, as reported in other mouse models subjected to Hippo component knockout and YAP over-expression^9^,^19^,^20^,^21^,^22^,^23^,^24^. We thus performed acute deletion of *Lats1/2* in adult livers with adeno-Cre (L1L2_Adeno) or AAV-TBG-Cre (L1L2_AAV) viruses. L1L2_Adeno mice showed abdominal distension, hepatomegaly and eventual lethality caused by liver failure (Fig. 5a,b and Supplementary Fig. 5a,b). L1L2_Adeno livers displayed expansion of non-hepatocyte cells, including immature BECs, fibroblasts and immune cells, within 2–3 weeks after adeno-Cre virus infection (Fig. 5c–e and Supplementary Fig. 5c). The pan-CK-positive cells in the L1L2_Adeno livers were highly proliferative, but the hepatocytes were not (Fig. 5g and Supplementary Fig. 5d–f). This phenotype was remarkably similar to that of the L1L2_Alb livers, but distinct from that of other Hippo pathway-knockout livers.

We next wanted to determine the origin of the over-abundant immature BECs, whether they arose from resident bile duct cells or de-differentiated from hepatocytes. To do this, we used the AAV-TBG-Cre virus (5 × 10^11^−1 × 10^12^ gene copy number per mouse). This is because AAV-TBG-Cre specifically infects hepatocytes^27^. These L1L2_AAV mice also became ill within 2 weeks because of hepatic failure (Supplementary Fig. 6a). As with the L1L2_Adeno livers, the L1L2_AAV livers were filled with CK19-positive BECs and had few hepatocytes (Supplementary Fig. 6b–d). By performing recombination PCR on the hepatocyte and non-parenchymal cell fractions from L1L2_AAV livers, we found that roughly 60% of the immature BECs arose from *Lats1/2*-deficient hepatocytes (Supplementary Fig. 6e). Thus, most of the immature BECs arose from *Lats1/2*-deleted hepatocytes via de-differentiation, and non-cell autonomous factors seem to have driven their expansion.

To explore the involvement of Notch signalling in this de-differentiation, we generated *Lats1*^−/−^*; Lats2*^*fl/fl*^*; Notch2*^*fl/fl*^ (L1L2N2_AAV) mice and injected them with AAV-TBG-Cre viruses. These L1L2N2_AAV mice showed a similar phenotype to L1L2_AAV mice, including the BEC expansion (Supplementary Fig. 6f–h), suggesting that at least NOTCH2 does not involve in this de-differentiation. Consistent with the finding that YAP overexpression is sufficient to de-differentiate hepatocytes into biliary/progenitor cells in mice^27^, our results indicate that the LATS kinases restrict immature BEC proliferation of and prevent the transition of mature hepatocytes into immature BECs in adult livers by direct inhibition of YAP/TAZ.

Notably, L1L2_Alb and L1L2_Adeno livers showed drastically enhanced BEC commitment but did not undergo bile duct morphogenesis (Figs 2a–c and 5c,d). Consistent with these findings, L1L2_Adeno livers showed high expression levels of *cytokeratin 7* and *19*, but diminished expression of *Hnf6* and *Hnf1β* (two key molecules in bile duct morphogenesis). This is similar to the results we observed in L1L2_Alb livers (Figs 2g and 5h). We also confirmed that SMAD2/3 was localized in the nuclei of L1L2_Adeno liver cells (Fig. 5f and Supplementary Fig. 5g), and that the mRNA expression levels of *Tgfβ2* and its fibrosis-related target genes were significantly increased in L1L2_Adeno livers (Fig. 5i). The up-regulation of TGFβ signalling in L1L2_Adeno livers by YAP/TAZ may enhance recruitment and proliferation of fibrocytes and promote collagen-fiber production, thereby inducing fibrosis. Thus, we suggest the activation of YAP/TAZ caused by loss of *Lats1/2* up-regulates TGFβ signalling to induce immature BEC expansion and fibrosis in adult livers.

### YAP/TAZ hyper-activation in hepatocytes induces senescence

Since TGFβ signalling inhibition did not completely rescue the inhibition of hepatic differentiation caused by YAP 5SA overexpression, we thought YAP/TAZ might regulate hepatic differentiation via another signalling pathway. Indeed, we found that although the hepatocytes of *Lats1/2*-deficient embryonic and adult livers had nuclear YAP, they did not show hepatocyte hyper-proliferation (Figs 2h,i and 5g and Supplementary Fig. 5e). For this reason, we next asked whether the reduced hepatocyte differentiation was caused by a defect in hepatocyte proliferation or a problem with differentiation itself.

First, in the RNA-sequencing data from *Lats1/2*-deficient iHPs, we observed p53 pathway activation and E2F target gene down-regulation (Supplementary Fig. 7a and Fig. 1c). Together, these suggested an increase in DNA damage and a decrease in proliferation. In addition, we noticed that *Lats1/2*-deficient or YAP 5SA over-expressing iHPs seemed to have a distinctly bulgy morphology (Fig. 6a). 

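In iHPs, the 26 listed p53 targets had a median log2 fold change of 0.72 (0.52 and 0.90 in the 2 libraries labelled L1L2_Alb), at percentile 100 of the matched random lists, and 17 of them were higher. The same list had medians of 0.33 in iHBs and 0.70 in iBECs, at percentiles of 99.7 and 100. Across the stages the median was 0.59 (camera, adjusted p = 2.34e-04 from limma, 20 of 26 genes higher), with 7 genes called over all genes tested and 12 when adjusted over the list alone. The list did not pass fry (adjusted p = 0.0722). *Cdkn1a*, a p53 target, was at 130.1 RPKM in control iHP and at 226 and 300.3 RPKM in the libraries labelled L1L2_Alb iHP, and changed by 1.02 across the stages (standard error 0.175, adjusted p = 0.0117 from limma, higher in 5 of 5). Its call was lost when any 1 stage was left out, with adjusted p of 0.0613, 0.0809 and 0.0718. The RNA of *Trp53* itself fell by 0.52 on the log2 scale (adjusted p = 0.298 from limma, lower in 4 of 5). The 46 listed E2F targets had a median log2 fold change of -1.20 in iHPs (-1.24 and -1.29 in the 2 libraries), at percentile 0, and 1 of them was higher. In iHBs the median was -1.08 and in iBECs -0.38, both also at percentile 0. Across the stages, 45 of the 46 were lower (median -0.85, camera, adjusted p = 1.56e-17 from limma; 0.0394 with fry). Of these genes, 17 were called over all genes tested, all lower, and 35 when adjusted over the list alone, 34 of them lower. A list of neutrophil markers, written after the first results, fell in iHPs as well, with medians of -4.50 and -5.80 in the 2 libraries. A macrophage list fell less there (-0.24). In none of the stages can fewer dividing blood cells be told apart from less division of the hepatoblasts or the cells grown from them. From the changes of both gene sets, the paper proposes that iHPs had more DNA damage and proliferated less.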

Fluorescence-activated cell sorting analysis further confirmed an increased frequency of polyploid and apoptotic cells among YAP 5SA over-expressed iHBs and iHPs compared with controls (Fig. 6b and Supplementary Fig. 7b–d). Interestingly, some of the mature hepatocytes in *Lats1/2*-deleted adult livers showed bizarre cell shapes and at least two-fold enlargements of the cytoplasm and nucleus (the so-called ‘large cell change' (LCC), a kind of hepatocyte dysplasia^40^), compared with normal hepatocytes (Fig. 6c up, red arrow). In another fluorescence-activated cell sorting analysis of hepatocyte fractions, we found L1L2_Adeno liver hepatocytes had higher DNA content than control hepatocytes (Supplementary Fig. 7e). In contrast to the highly proliferative BECs in the same livers, these enlarged hepatocytes (∼80% showing LCC) were positive for p21, phospho-γ-H2AX and TUNEL (Fig. 6c and Supplementary Fig. 7f,g). Unlike *Mst1/2* double-knockout HCC cells, *Lats1/2*-deleted livers clearly showed increased levels of p21 expression and CHK2 phosphorylation, suggesting the presence of DNA damage and p53 activation (Fig. 6d). A similar phenotype was reported in livers expressing the oncogene, H-rasG12V (ref. 41). Moreover, the hyper-activation of YAP/TAZ induced by *Lats1/2* deletion or YAP 5SA overexpression was found to induce polyploidy in mouse embryonic fibroblasts (MEFs), triggering DNA damage and activating p53-dependent cell death (Supplementary Fig. 7h,i). This notion was further supported by our observation that deletion of p53 rescued the viability and proliferation capacity of *Lats1/2*-deficient liver cells and MEFs (Fig. 6e and Supplementary Fig. 8a–c).

However, we still observed the transition of hepatocytes into immature BECs and the expansion of immature BECs in *Lats1*, *Lats2* and *p53* triple-knockout livers (L1L2p53_Adeno Fig. 6f). Moreover, the YAP/TAZ hyper-activation in *p53*-deficient hepatoblasts still suppressed the differentiation into hepatocytes (Fig. 6g). We therefore concluded that the apoptosis or growth arrest induced by YAP/TAZ activation did not affect hepatocyte specification.

### YAP/TAZ suppress hepatic differentiation by repressing *Hnf4α*

Because the defective hepatic differentiation in YAP 5SA over-expressing cells was not entirely rescued by inhibition of TGFβ signalling or the p53 pathway (Figs 4f and 6g), we speculated that YAP/TAZ might modulate hepatic differentiation via another signalling pathway. It is well-documented that there is a hepatic transcription factor network in which *Hnf1α*, *Hnf1β*, *Hnf4α*, *Foxa2*, *Hnf6* and *Nr5a2* regulate the expression levels of each other and various hepatic genes^42^. Indeed, during liver development, HNF4α plays a most critical role in regulating other hepatic transcription factor network components^42^. Recent studies have suggested that YAP cooperates with HNF4α and FOXA2 in the enhancer regulatory mechanisms of the liver and pancreas^43^,^44^. Thus, we hypothesized that hyper-activated YAP could affect hepatic differentiation by altering the activities of HNF4α and FOXA2. However, most of the network genes and their targets (except *Foxa2*) were down-regulated in *Lats1/2*-deleted iHPs, iBECs and even undifferentiated hepatoblasts (Fig. 7a,b and Supplementary Data 2). Moreover, *Hnf4α* expression decreased rapidly after the induction of YAP 5SA in hepatoblasts, iHPs and the mature mouse hepatocyte cell line, Aml12 (Fig. 7c,d). 

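Genes of the network were tested across the 3 stages with limma. *Hnf4a*, described above, was lower in each stage. *Nr5a2* changed by -1.51 (standard error 0.239, adjusted p = 0.00904), lower in 5 of 5 libraries labelled L1L2_Alb. *Onecut1*, which encodes HNF6, changed by -1.46 (standard error 0.399, adjusted p = 0.0569), lower in 5 of 5 but not past the threshold over all genes. *Foxa2* changed by 1.18 (standard error 0.276, adjusted p = 0.0351), higher in 5 of 5. By stage, *Foxa2* rose by 1.74 in iHBs, by 1.49 in iHPs (SD 0.291, n = 2 libraries) and by 0.44 in iBECs (SD 0.377, n = 2 libraries), where the change was close to the spread. *Onecut1* fell by 2.43 in iHBs, by 1.90 in iHPs (SD 0.637, n = 2) and by 0.29 in iBECs (SD 0.251, n = 2). The test of a difference between stages did not call any of these genes (smallest adjusted p = 0.867, for *Onecut1*). Some calls rest on single settings. *Foxa2* was under 0.05 in 4 of 13 alternatives, its adjusted p ranging from 0.0153 to 0.241 and lying over 0.05 without either L1L2_Alb iHP library (0.0647 and 0.0594), without L1L2_Alb iBEC replicate 2 (0.0749), without iHBs (0.172) and without iHPs. *Nr5a2* lost its call without iHBs (adjusted p = 0.0611) and without iHPs (0.0997). *Onecut1* passed in 4 alternatives, among them the fit without iBECs (-2.12, adjusted p = 0.017).
Supplementary Data 2 was held here in part, as 1998 of its 3484 genes. They are in ascending order of the value in L1L2_Alb iHB, all at -0.38 or lower, and so not a random part. Its columns differ from mean differences of log2(RPKM + 1) relative to control iHB by a median of 0.0001, but 7 of the 1996 genes found in the deposited table were off by more than 0.1 in a column, and by up to 1.91. Of the 1996 genes, 1994 were lower in the libraries labelled L1L2_Alb in all 3 stages and 1315 were lower in all 5 libraries. As the study chose these genes for being lower in these libraries, the counts restate that choice. Of the 23467 genes in the whole table, 3442 were at 0 in every library and cannot count in either direction. Among the other 20025, 2992 were lower and 5078 higher in all 3 stages, where unchanged genes would give 12.5% in each direction. In all 5 libraries, 1773 genes were lower and 3433 higher, where simulated unchanged genes that share the controls give 5.56% in each direction. Among the 13421 genes tested, 1359 were lower and 3076 higher in all 5 libraries. With upper-quartile scaling, 4387 genes were lower and 4180 higher in all 3 stages.

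**Figure D4:**
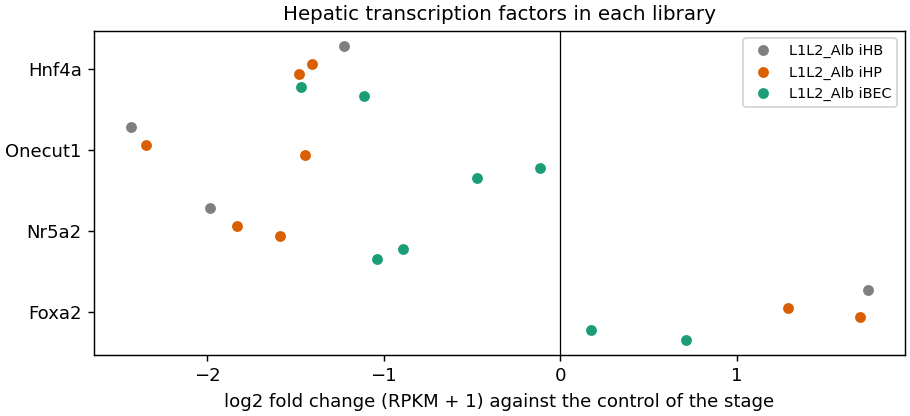
Log2 fold change, on the log2(RPKM + 1) scale, of *Hnf4a*, *Onecut1*, *Nr5a2* and *Foxa2* in each library labelled L1L2_Alb against the control of its stage, with 1 point per library. *Foxa2* lies above 0 in all 5 libraries, between 0.18 and 1.74, and the other genes plotted lie below 0 in all 5 libraries.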

Overexpression of the Tead-binding-defective YAP 5SA 94A mutant did not suppress *Hnf4α* expression in hepatoblasts and induced normal hepatic differentiation indicating that TEAD proteins are required for this process (Fig. 7d). Indeed, *Yap* deficiency enhanced the expression of *Hnf4α* (Fig. 7e). Thus, the observed decreases in the expression levels of hepatic transcription factors in *Lats1/2*-deficient and YAP 5SA over-expressing hepatoblasts appear to reflect direct regulation by YAP rather than being downstream of the differentiation defects. While YAP/TAZ are known to be transcriptional co-activators capable of up-regulating target genes, they also play repressive roles in cooperation with repressor complexes^45^,^46^,^47^. We found several Tead-binding motifs in the *Hnf4α* locus, and subsequently tested whether YAP could directly repress *Hnf4α* expression. Our chromatin immunoprecipitation results showed that the *Hnf4α* locus (TSS+0.5 kb) was enriched by YAP (Fig. 7f). Furthermore, CHD4, a repressor complex that interacts with YAP (ref. 47) also enriched the same region of the *Hnf4α* locus (Fig. 7g). Based on the results presented above, we conclude that YAP/TAZ control hepatic differentiation by directly repressing the hepatic transcription factor network.

## Discussion

YAP/TAZ have been proposed as differentiation regulators that determine the specific lineages obtained from various progenitors. Here, we focused on the roles of YAP/TAZ in liver development and maintenance, using *Lats1* and *Lats2* double-knockout mice. The Hippo-YAP/TAZ axis differentially affects cell fates and properties in the liver in a cell-type-specific manner. LATS1/2-mediated inhibition of YAP/TAZ is required to restrict the commitment and proliferation of immature BECs during liver development and in the adult liver. It also acts in the adult liver to promote hepatic differentiation and maintain hepatocytes in the quiescent state.

Many studies have suggested that the Hippo pathway regulates Notch signalling in the differentiation of progenitors and in the progression of cancer in the liver, pancreas and intestine^48^,^49^,^50^. Our study, however, indicates Notch signalling activation is not responsible for the BEC expansion observed with endogenous YAP/TAZ activation induced by Hippo pathway disruption. We show for the first time that the YAP/TAZ activation triggered by loss of *Lats1/2* during liver development leads to immature BEC expansion. Although *Lats1/2*-deficient mouse livers phenocopy some aspects of N1ICD transgenic livers (for example, BEC expansion), there are important differences. While *Lats1/2* deficiency causes a disorganized expansion of immature BECs, N1ICD overexpression leads to the excessive formation of differentiated bile ducts. Also, while the bile duct expansion induced by N1ICD overexpression depends on SOX9 (ref. 46), *Lats1/2* deficiency does not increase *Sox9* expression. These differences suggest YAP/TAZ and Notch activate BEC expansion via distinct mechanisms.

This is consistent with our finding that *RBPJ* deficiency only modestly restricts BEC expansion in *Lats1/2*-deficient livers (Fig. 2e). Additionally, YAP deficiency significantly reduces abnormal bile duct expansion even in the context of activated Notch signalling of N1ICD over-expressing embryonic livers (Supplementary Fig. 3b–d). It will be interesting to see if *Yap/Taz* double knockout causes further reduction.

Based on our findings and previous reports, NOTCH-SOX9 and Hippo-YAP signalling are both required for embryonic bile duct development, but seem to act in parallel. Activation of YAP/TAZ enhances BEC characteristics and induces the proliferation of immature BECs; activation of NOTCH enhances BEC commitment and induces the morphogenesis of bile ducts. Future studies will determine how the Notch and Hippo-YAP signalling pathways interact with one another during bile duct development. It will also be interesting to determine whether YAP/TAZ are involved in the postnatal bile duct formation of *Notch*-deficient livers and vice versa.

Studies on the crosstalk between the TGFβ and Hippo signalling pathways have focused mainly on the interaction between SMAD and YAP/TAZ in target gene regulation. Here, in the context of *Lats1/2*-deficient livers, we demonstrated transcriptional up-regulation of *Hnf4α* and activation of TGFβ signalling induced by YAP/TAZ. These changes promote the differentiation of hepatoblasts into immature BECs. Most work on TGFβ signalling in the adult liver has focused on its role in fibrosis and HCCs. Our finding that the hyper-activation of YAP/TAZ triggered by loss of *Lats1/2* forces the transition of mature hepatocytes into immature BECs suggests TGFβ signalling may also regulate this transition in *Lats1/2*-deficient embryo livers. Remarkably, *Lats1/2*-deficient livers show severe fibrosis accompanied with the ductal reaction associated with various hepatic diseases. We assume that, together with an up-regulation of TGFβ signalling, secreted factors like *Ctgf* and *Timp2*, which are induced by YAP/TAZ, accelerate fibrosis in *Lats1/2*-deleted livers. This likely occurs via recruitment and activation of fibrocytes/immune cells/hepatic stellate cells, which accumulate extracellular matrix components like collagens^51^,^52^.

Interestingly, we observed that some of the hepatocytes remaining in *Lats1/2*-deficient adult livers showed LCCs characterized by cellular enlargement, nuclear pleomorphism and multinucleation^40^. These LCCs are frequently observed in in chronic human liver diseases, such as cirrhosis, and in the livers of some transgenic mice expressing oncogenic proteins (for example, CyclinD1-, β-Catenin/H-rasG12V- and c-Myc/Tgfα) before their development of HCC (ref. 40). Particularly, H-rasG12V alone led to LCCs in hepatocytes, but the resulting dysplastic hepatocytes could not be expanded clonally due to oncogene induced senescence^41^. Similarly, loss of *Lats1/Lats2* produced dysplastic hepatocytes that were senescent rather than proliferative. Previous studies have shown that LATS1/2 regulate p53 stability in response to DNA damage and that YAP/TAZ are cytoprotective against DNA damage^53^,^54^,^55^. We speculate, though, that either *Lats1/2* deletion or YAP 5SA overexpression induces an oncogenic activation and stress. This oncogenic stress-induced DNA damage would increase p53 activity in primary hepatocytes. The fact that deletion of p53 rescues the senescence and apoptosis phenotypes of *Lats1/2*-deficient MEFs and livers supports our hypothesis that *Lats1/2*-deletion-induced hyper-activation of YAP triggers p53-dependent senescence in senescence-prone cells.

These two distinct hepatocyte phenotypes in L1L2_Adeno livers may arise from differences in the initial status of the hepatocytes. During postnatal liver growth, some proliferating hepatocytes fail to complete cytokinesis, producing multinucleated cells^56^. In addition, hepatocytes in different hepatic zones encounter different levels of oxygen and toxic materials and as a result show different gene express profiles^57^. On the other hand, some hepatocytes arise from ductal plate cells that do not undergo final duct morphogenesis and these cells often de-differentiate^5^,^30^. Thus, while some hepatocytes are prone to polyploidization, others are prone to de-differentiation. Therefore, even if *Lats1/2*-deficient hepatocytes have an active p53 pathway and active TGFβ signalling, different subsets of hepatocytes may behave differently. Consistent with this idea, we were unable to find LCCs among hepatocytes in L1L2_Alb livers because most hepatoblasts and immature hepatocytes were becoming immature BECs.

In MEFs, which do not need to change their cellular characteristics, both YAP 5SA overexpression and *Lats1/2* deletion generally induce polyploidization, senescence and apoptosis. Of the tested mutants of YAP, only overexpression of YAP 5SA also caused growth arrest and enlargement of hepatocytes and MEFs. This could explain why only YAP 5SA over-expressing hepatocytes by hydrodynamic injection in adult mice disappeared within a few days, as mentioned in a previous report^58^.

In L1L2_Adeno livers, most of the immature BECs were CK19-positive and EpCAM-negative, with only a few positive for both markers. This result differs from the observation in a previous report^27^ that hepatocyte overexpression of S127A YAP caused de-differentiation into cells positive for both CK19 and EpCAM. Additionally, cytokeratin expression in iBECs rises in accordance with increasing YAP activation via phosphorylation. Based on our results, YAP/TAZ appear to act in the liver as a switch between BEC and hepatocyte specification; the activation of YAP/TAZ induces a shift in both liver progenitor cells and mature cells towards a BEC phenotype, and the extent to which this change to the BEC phenotype occurs depends on the level of YAP/TAZ activation. This is consistent with our observation that Mst1/2_Alb, Sav1_Alb, Nf2_Alb and Lats1/2_Alb livers show different BEC-to-hepatocyte ratios, reflecting differences in the phosphorylation status (and thus activity) of YAP among the different lines. The highest YAP activity—found in *Lats1/2*-deficient mice—is associated with the highest levels of immature BEC expansion, hepatocyte to immature BEC transitions, and hepatic LCCs. The lower YAP activity observed in *Sav1*-deficient cells causes increased biliary/progenitor cell proliferation without altering hepatocyte growth, perhaps indicating that YAP differentially regulates the differentiation and proliferation of each cellular subset in this model. Thus, we conclude that although each of these lines lack components of the Hippo pathway, their distinct pathway disruptions lead to unique changes in hepatocyte-like, progenitor-like or BEC-like cellular populations. This may explain the wide range of phenotypes observed in all the different Hippo pathway-knockout livers^19^,^20^,^22^,^23^,^24^,^25^,^26^.

Recently, the siYap-LNP-mediated inhibition of YAP in advanced HCC was shown to reduce tumours by regulating proliferation and hepatic differentiation^59^. Additionally, YAP activation in some populations of hepatocytes is reportedly insufficient to trigger clonal expansion in the absence of a second signal induced by liver damage^60^. However, it remains unknown how hepatic markers are reduced by YAP/TAZ activation in response to liver injury. Our findings provide evidence that YAP/TAZ directly up-regulate TGFβ signalling and suppress hepatic differentiation by reducing the mRNA expression levels of hepatic transcription factor network. In terms of repression, YAP/TAZ were previously shown to affect chromatin remodelling complexes^45^,^47^, and a complex containing SMAD, YAP/TAZ was recently proposed to regulate the transcription of their target genes^61^. Thus, the YAP/TAZ-mediated repression of the hepatic transcription factor network may involve the cooperation of SMAD. Our study suggests for the first time that these two additional mechanisms which include up-regulation of *Tgfβ* expression and down-regulation of hepatic transcription factor network expression yield distinct features (for example, fewer mature bile ducts and more fibrocytes) compared with those observed following the up-regulation of Notch signalling.

Based on our work, we propose that the fine-tuning of endogenous YAP/TAZ activity is a key aspect of cell fate determination in the liver. To restrict bile duct expansion and promote hepatocyte differentiation, LATS1/2 and other Hippo pathway components must undergo specific spatiotemporal regulation. During bile duct development and morphogenesis, it is known that mesenchymal-epithelial cell interaction are required for normal duct formation^62^. Furthermore, YAP/TAZ activation induces the secretion of ECM related factors such as CTGF, TGFβ, LAMININ and COLLAGEN IV that are important for duct formation^6^ and in stiffening the surrounding ductal plate. If YAP/TAZ are activated by mechanical forces, it would make sense that they would consequently promote a stiffening of the ECM. Future experiments will determine the signals that control the Hippo pathway in the context of location, cell type and ECM stiffness during and after liver development.

## Methods

### Mice

*Lats1^−/−^, Lats2^fl/fl^, Yap^fl/fl^, Taz^fl/fl^, Mst1^fl/fl^, Mst2^−/−^, Nf2^fl/fl^, Notch2^fl/fl^* and *p53^−/−^* mice were previously described^63^,^64^,^65^,^66^,^67^,^68^,^69^,^70^. Albumin-Cre (*B6.Cg-Tg(Alb-cre*)21Mgn/J), conditional NICD over-expressing (*Gt(ROSA)26Sor^tm1(Notch1)Dam^/J*) mice, and *Notch2^fl/fl^* mice were purchased from The Jackson Laboratory and *RbpJ^fl/fl^* mice were obtained from RIKEN (RBRC01071). To delete *Lats2* allele, 2 × 10^8^∼2 × 10^9^ PFU of Adeno-Cre virus (Vector Bio 1710, 1710-HT) was diluted in PBS and intravenously injected (100 μl) into 4–6-week-old female mice (B6/129 mixed strain). AAV-TBG-Cre virus was purchased from (University of Pennsylvania Vector Core, AV-8-PV1091) or purified with AAV virus according to protocol (provided by the Salk Institute for Biological Studies). To purify AAV-TBG-Cre virus, we transfected 6 μg of each plasmids (pAAV2/8, pAdDeltaF6 and pENN.AAV.TBG.PI.Cre; purchased from University of Pennsylvania Vector Core) with PEI to 293T cells on 100 mm plate. Seventy-two hours after transfection, cells from 20 plates were harvested and centrifuged at 1,000*g* for 10 min. The pellet was resuspended with 20 ml lysis buffers containing 0.15 M NaCl, 50 mM Tris-Cl (pH8.5), 0.05% Tween then resulting lysates were frozen in liquid nitrogen and thawed at 37 °C three times. Then benzonase was added to a final concentration of 50 Unit ml^−1^ and incubated at 37 °C for 30 min. Lysate was then centrifuged at 3,700*g* for 20 min and supernatant was transferred to a new tube. Next, 6 ml of AAV lysate was gently laid on the top of a iodixanol gradient (15%–25%–40%–54%) in Beckman Ultra Tubes (Ca.34241) and ultracentrifuged at 48,000 r.p.m. in a Beckman 70Ti rotor for 2 h. The purified AAV virus containing-layer was extracted with 5 ml syringe and 19 Gauge needle. Finally, AAV virus concentration and buffer exchange (into PBS) were performed with Amicon Ultra centrifugal fiters (Millipore UFC910024) at 3,700*g* for 20 min. We collected 100 μl of virus and for quantification of gene copy number, the viral genome was extracted with NaOH followed by qRT-PCR. Animal care and all experiments were performed in accordance with guidelines approved by the Biomedical Research Center of Korea Advanced Institute of Science and Technology.

### Histology, immunohistochemistry and immunofluorescence analysis

Embryonic livers were extracted from pregnant female or newborn mice at E14.5∼P1. Adult mice were killed and perfused with 20 ml PBS before liver isolation. Livers were fixed in PBS including 10% of formalin at 4 °C for 4–24 h and embedded in paraffin. Sections (4 μm) were cut and stained with haematoxylin and eosin. For immunohistochemistry and immunofluorescence staining, antigen retrieval was performed in 1 mM EDTA, pH 8.0 by boiling inside a cocker within a microwave. After cooling, blocking solution including 3% of BSA and 0.3% of Triton x-100 in PBS was treated for 1 h. For immunohistochemistry, we added one more step to inhibit endogenous peroxidase with 1% of H_2_O_2_ for 10 min. The sections were reacted with antibodies against YAP (Cell Signaling, 1:100), phospho-YAP (Cell Signaling (S127), 1:100), phospho-Histone H3 (Cell Signaling (S10), 1:200), SMAD2/3 (Santa Cruz, 1:100), BrdU (BD Bioscience, 1:400), p21 (BD Bioscience, 1:200), pan-CK (Dako, 1:200), Keratin 19 (DSHB (Troma III), 1:200) and HNF4α (Santa Cruz, 1:200) at 4 °C overnight. For immunohistochemistry, sections were washed with PBS and developed using DAB Substrate Kit (Dako), and then counterstained with haematoxylin. For immunofluorescent staining, sections were washed with PBS and incubated with anti-goat AF488, anti-rabbit AF594, anti-mouse AF488, anti-rabbit AF488 (Invitrogen), and then counterstained with 4′,6-diamidino-2-phenylindole (Sigma). Images were obtained using an Imager M1 fluorescence microscope (Zeiss), an Axio Scan Z1 (Carl Zeiss) or a Leica DMLB microscope (Leica).

### Hepatoblast isolation and *in vitro* differentiation

For hepatoblast culture, control and L1L2_Alb livers were dissected and digested in 1 mg ml^−1^ collagenase/dispase (Roche) for 30 min at 37 °C with constant shaking. Total cells were passed through a 100-μm cell strainer (BD Bioscience) and centrifuged at 250*g* for 10 min. Red blood cells were lysed with 1X Ammonium-Chloride-Potassium buffer and cells were counted. The hepatoblasts (1 × 10^6^) were plated on collagen I- (BD Bioscience) or gelatin- (Sigma) coated 60-mm dishes and cultured in Dulbecco's modified Eagle's medium/Nutrient Mixture F12 (DMEM/F12) supplemented with 10% foetal bovine serum (FBS), 25 ng ml^−1^ human epidermal growth factor (hEGF) (Peprotech), 25 ng ml^−1^ human hepatocyte growth factor (hHGF), 5 μg ml^−1^ insulin and 40 ng ml^−1^ dexamethasone (Sigma). For hepatic differentiation, cells were treated with 12.5 ng ml^−1^ Oncostatin M (Sigma) for 6 days. For BEC differentiation, hepatoblasts were cultured on Matrigel (BD Bioscience) for 14 days. For Yap overexpression, we infected retroviruses-containing vector, Yap WT, YAP 2SA and YAP 5SA 2 days after plating. The retroviruses were produced in 293 T cells with pMSCV puro, pMSCV-Yap WT, pMSCV-Yap 2SA, pMSCV-Yap 5SA and packaging vectors (Gag-pol and VSV-G).

### Immunoblot analysis

Whole livers and cell lines were lysed with radioimmunoprecipitation buffer (50 mM Tris-Cl, pH 7.5, 150 mM NaCl, 0.1% SDS, 0.5% sodium deoxycholate and 1 mM EDTA) containing protease and phosphatase inhibitors (1 mM NaF, 1 mM Na_3_OV_4_, PMSF, 2 μg ml^−1^ leupeptin and pepstatin; all purchased from Sigma) for 30 min at 4 °C. The protein concentration in each lysate was quantified with a Pierce BCA protein assay kit (Thermo Scientific). Blots were incubated with anti-LATS1 (Bethyl Laboratories, 1:2,000), anti-LATS2 (Cell Signaling, 1:1,000), anti-phospho-YAP (Cell Signaling (S127), 1:1,000), anti-YAP (Cell Signaling, 1:1,000), anti-TAZ (Cell Signaling, 1:1,000), anti-CTGF (Santa Cruz, 1:500), anti-β-ACTIN (Sigma, 1:5,000), anti-phospho-CHK2 (Cell Signaling, 1:500), anti-phospho-CDC2 (Cell Signaling, 1:500) and p21 WAF1/CIP1 (BD Bioscience, 1:500). We included uncropped blots in Supplementary Fig. 9.

### Mouse embryonic fibroblast isolation and cell culture

For MEF isolation, we isolated E14.5 embryos and removed the internal organs and head. The rest of bodies were chopped and trypsinzed with 0.1% of Trypsin/EDTA solution at 37 °C for 15 min. This solution was resuspended with DMEM and centrifuged at 1,000 r.p.m. for 5 min. The pellets were resuspended in 10 ml DMEM supplemented with 10% FBS (Gibco) and 2 mM glutamine (Invitrogen) and the mixtures were left for 5 min to remove cell aggregates. Then, single cells from one embryo were plated into a 100-mm culture plate. For deletion of floxed Lats2, cells were introduced with Cre-expressing retrovirus at passage 2 and for over-expressing Yap mutants, retroviruses-containing vector, YAP WT, YAP 2SA and YAP 5SA were infected at passage 2 with 8 μg ml^−1^ polybrene (Hexadimethrine bromide, Sigma). All experiments were performed before passage 5.

Aml12 cells were purchased from ATCC and cells were cultured in DMEM/F12 supplemented with 10% FBS (Gibco), 2 mM glutamine, 5 μg ml^−1^ insulin, 5 μg ml^−1^ transfferrin (Sigma), 5 ng ml^−1^ selenium (Sigma), and 40 ng ml^−1^ dexamethasone (Sigma). For over-expressing Yap mutants, retroviruses-containing vector, YAP WT-ER^T2^, YAP 2SA-ER^T2^ and YAP 5SA ER^T2^ were infected with 8 μg ml^−1^ polybrene and 2 μg ml^−1^ puromycin was treated at 48 h after infection. 1 nM hydroxytamoxifen (Sigma) was treated to activate ER^T2^ system for indicated time.

### Hepatocyte isolation and Flow cytometry

Mice were euthanized and perfused with 30 ml of PBS then 0.5 mg ml^−1^ of a collagenase/dispase mixture via the portal vein. Livers were dissected and chopped into small pieces. 1 mg ml^−1^ of the collagenase/dispase mixtures was added and incubated with shaking for 30 min at 37 °C. After harvesting the supernatant, 1 mg ml^−1^ of the collagenase/dispase mixture was newly added and incubated for 30 min at 37 °C with constant shaking. The supernatant was passed through a cell strainer (100 μm) and centrifuged at 50*g* for 5 min at 4 °C. The pelleted cells included the hepatocyte fraction. Dead cells and cell debris were removed by 25% percoll (1,200*g*, 20 min, 4 °C). Density gradient centrifugation (25% percoll and 50% percoll, 1,800*g*, 30 min, 4 °C) was performed with the supernatant to produce the non-parenchymal fraction.

Hepatoblasts, *in vitro* differentiated hepatocytes and MEFs were harvested, fixed in 70% ethanol at −20 °C, and stained with diamidino-2-phenylindole. 20,000–50,000 cells were recorded per sample. First, we set the gates to remove doublets and calculated the frequency of SubG1 cells. To calculate polyploidy, we excluded the SubG1 cells and doublets, then set the gates as shown in Supplementary Fig.7b. We used the BD LSRFortessa with FlowJo v.7 for analysis.

### BrdU incorporation assay

For the *in vivo* BrdU incorporation assay, mice were intraperitoneally injected with 100 mg kg^−1^ BrdU (Sigma) 1 h before killing.

### Gene expression analysis by qRT-PCR

Total mRNA was isolated from livers or cultured cells using Ribo-ex (Gene All), complementary DNA was synthesized from 3.5 μg of total mRNAs with Moloney murine leukemia virus (M-MLV) reverse transcriptase (Enzynomics), oligo dT_18_ and random hexamer. qRT-PCR was performed using CFX Connect (BioRad) and 2X SYBR green premix (Enzynomics). The sequences of the utilized oligonucleotides are presented in Supplementary Table 3.

### Microarray and RNA-sequencing analyses

Total mRNA was isolated from livers and cell lines using an RNeasy Mini Kit (Qiagen). Microarray analysis was performed using a MouseRef-8 v2.0 chip (Illumina), and RNA-sequencing was performed with Truseq RNA library prep kit v2 (Illumina) and Hi-seq 2000 equipment. All gene expression values from Microarray and RNA-sequencing were changed to log_2_ value and analysed further. The Multi-experiment Viewer programme was used to draw Heat maps. The relative expression profiles used to generate each heat map are presented in Supplementary Tables 1 and 2 and Supplementary Data 1 and 2. Microarray data were analysed by *P*<0.05. For RNA-sequencing analysis, Gene set enrichment analysis was performed with v5.0 of the Molecular Signature Database (http://www.broadinstitute.org/gsea/msigdb/index.jsp) and gene sets which were <0.025 FDR *q*-value were stated. Raw data are available in GEO under accession code GSE71872, GSE71873 and GSE71874.

### Chromatin immunoprecipitation

Cells were cross-linked with 1% formaldehyde for 15 min at room temperature and neutralized with 125 mM glycine for 5 min. Cells were harvested, the cytosolic fraction was removed and the nuclear fraction was resuspended with a buffer containing 50 mM Tris-Cl, pH 7.5, 1% SDS, 0.5% deoxycholate and 1 mM MgCl_2_. The mixture was sonicated using a Bioruptor for 20 min (pulses of a 30-sec sonication and a 30-sec rest) and then centrifuged. The DNA concentration of each lysate was measured using spectrometry, and 50 μg of lysate was diluted in 50 mM Tris-Cl, pH 7.5, 0.5% Triton X-100 buffers and precleared with Protein A/G agarose beads (GenDEPOT). For immunoprecipitation, anti-CHD4 (Abcam), anti-FLAG (Sigma), anti-YAP (generated by T. Kim) and IgG (Santa Cruz) were incubated with the lysates overnight at 4 °C. After that, protein A/G beads were added and genomic DNAs were eluted and purified according to Cell Signaling manufacturer's protocol. Quantitative PCR were performed using CFX Connect (BioRad) and 2X SYBR green premix (Enzynomics). Primer information is presented in Supplementary Table 3.

### Statistical analysis

Graphing and statistical analysis (paired two-tailed Student's *t*-test) were performed using the GraphPad Prism 5 software.

### Data availability

The Microarray and RNA-seq data that support the findings of this study have been deposited in the NCBI Gene Expression Omnibus (GEO) with the accession code ‘GSE71872 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE71872)', ‘GSE71873 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE71873)' and ‘GSE71874 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE71874)'.

## Additional information

**How to cite this article**: Lee, D.-H. *et al*. Lats-Yap/Taz controls lineage specification by regulating Tgfβ signalling and Hnf4α expression during liver development. *Nat. Commun.* 7:11961 doi: 10.1038/ncomms11961 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-9 and Supplementary Tables 1-3

Supplementary Data 1 Gene lists of Heat map related to Figure 4a

Supplementary Data 2 Gene lists of Heat map related to Figure 7a

## Figures and Tables

**Figure 1:**
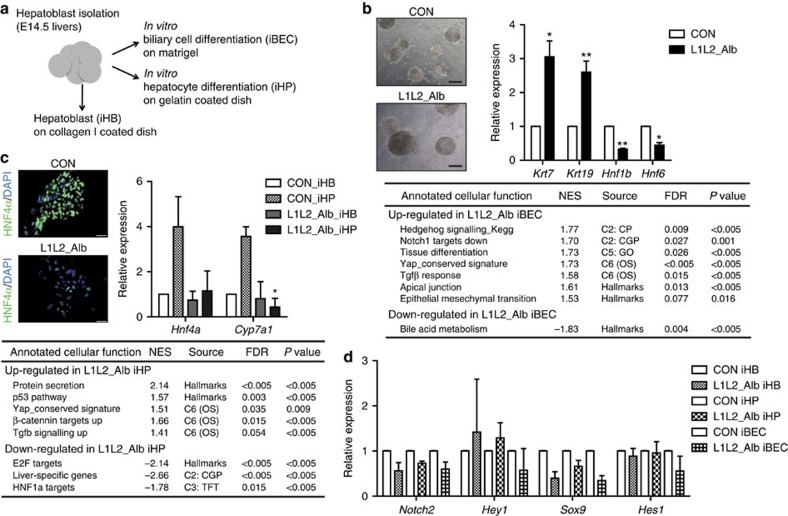
*Lats1/2*-deficient hepatoblasts strongly differentiate into BECs but not hepatocytes. (**a**) *In vitro* culture system schematic. (**b**) Representative bright-field images of BECs obtained from control and L1L2_Alb hepatoblasts subjected to *in vitro* differentiation for 14 days (upper). Scale bars, 400 μm. The graph shows the mRNA expression levels of *cytokeratins 7* and *19* in control and L1L2_Alb iBECs, as assessed by qRT-PCR. The box shows up-regulated or down-regulated gene sets from the RNA-sequencing results with control and L1L2_Alb iBECs. (**c**) Representative immunofluorescence staining with anti-HNF4α (left) and relative mRNA expression levels of *Hnf4α* and *Cyp7a1* in control and L1L2_Alb iHBs and iHPs, as assessed by qRT-PCR (right). Scale bars, 50 μm. The box shows up-regulated or down-regulated gene sets from the RNA-sequencing results with control and L1L2_Alb iHPs. (**d**) Relative expression levels of Notch signalling target genes in control and *Lats1/2*-deficient iHBs, iHPs and iBECs. The data are presented as means±s.e.m.; *n*=3 (**b**,**c**), *P<0.05 and **P<0.01 (Student's *t*-test).

**Figure 2:**
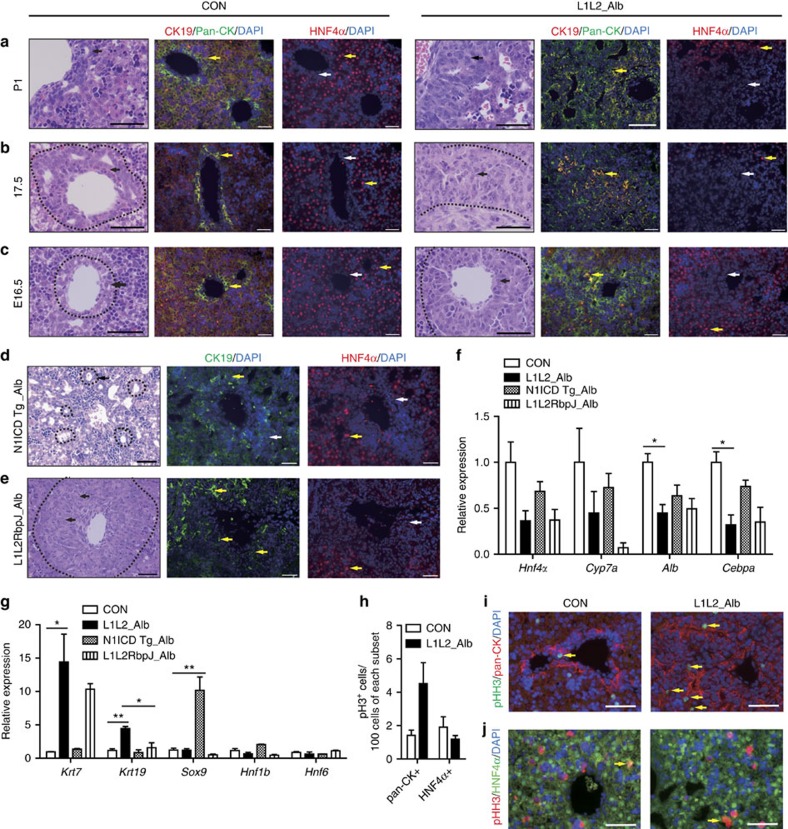
Loss of *Lats1* and *Lats2* in embryonic livers causes abnormal liver development. (**a**–**c**) Haematoxylin and eosin (H&E) staining (first and fourth column), immunofluorescence staining with anti-CK19, anti-pan-CK and diamidino-2-phenylindole (DAPI; second and fifth column), and anti-HNF4α and DAPI (third and sixth column) of control and L1L2_Alb livers at postnatal day (P) 1 (**a**), embryonic day (E) E17.5 (**b**) and E16.5 (**c**). Black arrows indicate ductal plate cells, and the dotted lines indicate ductal plates. Yellow arrows indicate positive antibody signal; white arrows indicate a lack of staining. Scale bars, 50 μm. (**d**,**e**) Representative H&E (left), immunofluorescence staining with anti-CK19 and DAPI (middle) and anti-HNF4α and DAPI (right) result of N1ICD Tg_Alb livers (**d**) and L1L2RbpJ_Alb livers (**e**) at P1. Black arrows indicate ductal plate cells, and dotted lines indicate bile ducts. Yellow arrows indicate positive antibody signal; white arrows indicate a lack of staining. Scale bars, 50 μm. (**f**,**g**) Relative mRNA expression levels of hepatocyte-related genes (**f**) and BEC-related genes (**g**) obtained from P1 livers of the indicated genotypes, as assessed by qRT-PCR. (**h**) The number of pHH3 (S10)-positive cells out of 100 pan-CK- and HNF4α-expressing cells in P1 control and L1L2_Alb livers. (**i**,**j**) Representative immunohistochemical staining results obtained using antibodies against phospho-Histone H3 (S10) and –pan-CK (**i**) or -HNF4α (**j**) of control and L1L2_alb livers at P1. Yellow arrows indicate double positive signal. Scale bars, 100 μm. The data are presented as means±s.e.m.; *n*=3, *P<0.05 and **P<0.01 (Student's *t*-test).

**Figure 3:**
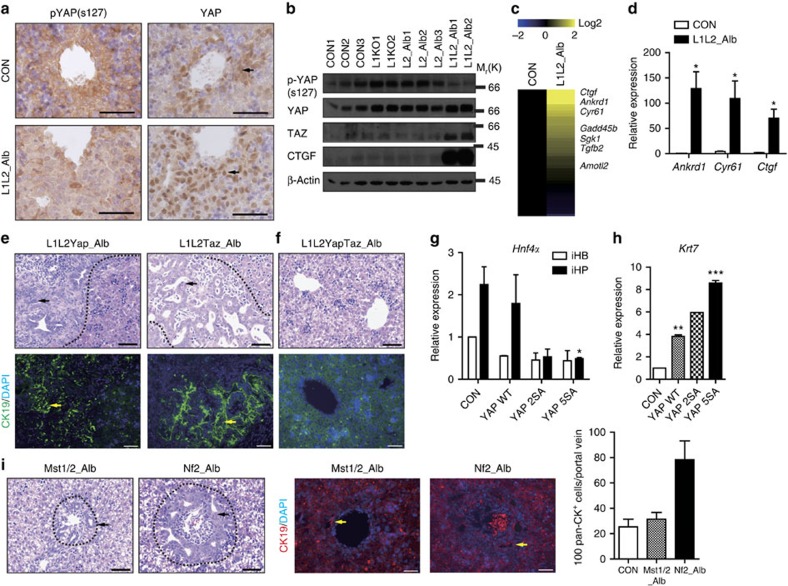
Proper activity of YAP and TAZ are essential for ductal plate expansion. (**a**) Representative immunohistochemical staining results obtained with anti-phospho-YAP (S127) and anti-YAP in control and L1L2_Alb livers sampled at E16.5. Black arrows indicate positive signals. (**b**) Western blot analysis of whole livers obtained at E17.5 from embryos of the indicated genotypes. (**c**,**d**) Heat map (**c**) and qRT-PCR (**d**) of YAP target genes, reflecting microarray data obtained with mRNAs from control and L1L2_Alb P1 livers. (**e**,**f**) Representative images of haematoxylin and eosin (H&E) staining (upper) and immunofluorescence staining (lower) with anti-CK19 and diamidino-2-phenylindole (DAPI) of *Lats1^−/−^; Lats2^fl/fl^; Yap^fl/fl^; Alb-Cre* (L1L2Yap_Alb), *Lats1^−/−^; Lats2^fl/fl^; Taz^fl/fl^; Alb-Cre* (L1LTaz_Alb) (**e**) and *Lats1^−/−^; Lats2^fl/fl^; Yap^fl/fl^; Taz^fl/fl^; Alb-Cre* (L1L2YapTaz_Alb) (**f**) livers at P1. Black dotted lines indicate boundary between ductal plates and non-ductal plates. Black arrows indicate ductal plate cells. Yellow arrows indicate CK19-positive signal. (**g**) Relative mRNA expression levels of *Hnf4α* in control, YAP WT, -2SA and -5SA over-expressing iHPs. (**h**) Quantification of *cytokeratin 7* mRNA expression in control, YAP WT, -2SA and -5SA over-expressing iBECs. *n*=2. (**i**) H&E staining (left) and immunofluorescene staining (right) with anti-CK19 and DAPI of *Mst1* and *-2* double-knockout livers and *Nf2* knockout livers at P1. The graph shows quantification of pan-CK-positive cells per portal triad. Black arrows indicate ductal plate cells, and the dotted lines indicate ductal plates. Yellow arrows indicate positive signals to CK19. Scale bars, 50 μm; the data are presented as means±s.e.m.; *n*=3, *P<0.05 and **P<0.01 (Student's *t*-test).

**Figure 4:**
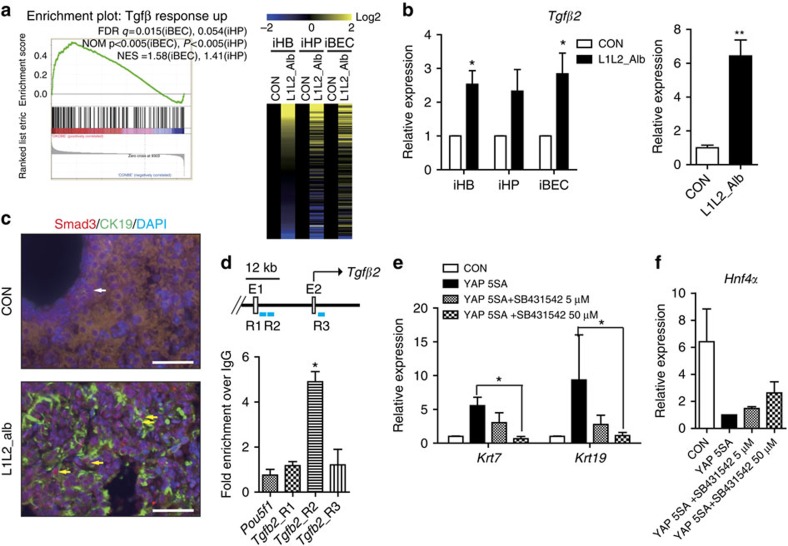
*Lats1/2*-deletion-induced YAP/TAZ activation activates TGFβ signalling. (**a**) A signature plot of *Tgfβ* response up-regulated gene set between *Lats1/2*-deficient and control iBECs, and heat map of mRNA expression levels of *Tgfβ* response up-regulated genes in control and *Lats1/2*-deleted HBs, iBECs and iHPs. (**b**) Relative *Tgfβ2* mRNA expression in HBs, iHPs and iBECs (left) and P1 livers of control and L1L2_Alb mice (right). (**c**) Representative immunofluorescence staining results obtained with anti-SMAD2/3 and CK19 in P1 livers. Yellow arrows indicate nuclear SMAD2/3 in CK19-positive cells and white arrow indicates cytoplasmic SMAD2/3 in CK19-positive cells. (**d**) Chromatin immunoprecipitation (ChIP) analysis of the *Tgfβ2* locus in flag-YAP 5SA over-expressing iHPs, as performed with anti-FLAG or –YAP. (**e**) Relative mRNA expression levels of *cytokeratin 7* and *19* in YAP 5SA over-expressing iBECs treated with or without the TGFβ receptor inhibitor, SB431542. (**f**) Relative mRNA expression levels of *Hnf4α* in YAP 5SA over-expressing iBECs treated with and without SB431542. Scale bars, 50 μm; the data are presented as means±s.e.m.; *n*=3, *P<0.05 and **P<0.01 (Student's *t*-test).

**Figure 5:**
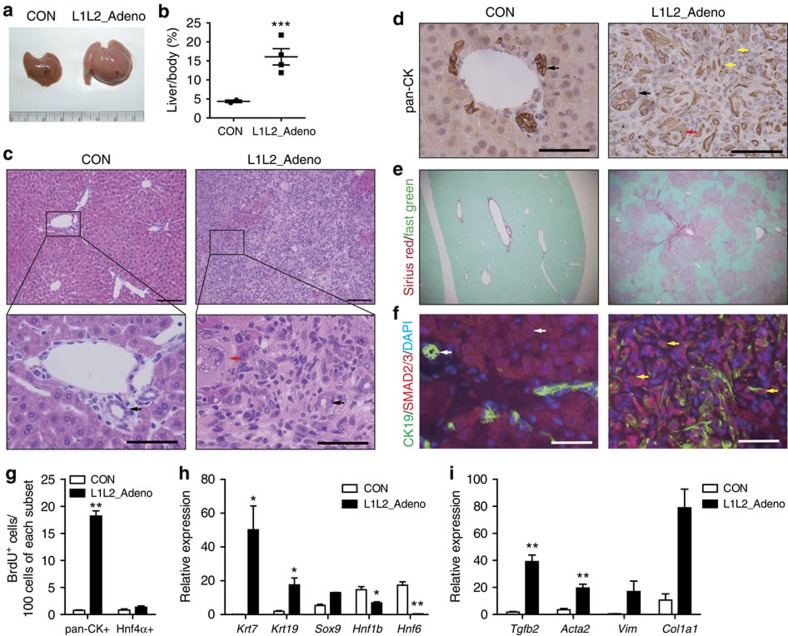
Loss of *Lats1/2* in adult livers causes rapid expansion of immature BECs and activation of TGFβ signalling. (**a**,**b**) Photograph (**a**) shows livers of adeno-Cre (2X10^8^ PFU)-injected control and *Lats1^*−/−*^; Lats2^fl/fl^* mice (L1L2_Adeno) and dot graph (**b**) of liver to body weight ratio of adeno-Cre virus injected livers. (**c**–**f**) Representative images of haematoxylin and eosin (H&E) (**c**), anti-pan-CK (**d**), Sirius red and Fast green (**e**) and, anti-SMAD2/3 and anti-CK19 (**f**) staining of control and L1L2_Adeno livers. Black arrows indicate tubular bile ducts and yellow arrows indicate immature BECs. Red arrows indicate LCCs in hepatocytes. Scale bars in (**c**) up indicate 100 μm and scale bars in (**c**) bottom indicate 50 μm. Yellow arrows in **d** indicate pan-CK-positive signal. White arrows in **f** indicate cytoplasmic SMAD2/3 signal in CK19-positive cells; Yellow arrows in **f** indicate nuclear SMAD2/3 signals in CK19-positive cells. Scale bars in **d** and **f** indicate 50 μm. (**g**) Bar graph showing quantification of BrdU-positive cells out of 100 pan-CK- and HNF4α-positive cells. (**h**) Relative mRNA expression levels of BEC-related genes in control and L1L2_Adeno livers. *n*=4. (**i**) Relative mRNA expression levels of *Tgfβ2* and fibrotic markers in control and L1L2_Adeno livers. The data are presented as means±s.e.m.; *n*=4, *P<0.05, **P<0.01 and ***P<0.005 (Student's *t*-test).

**Figure 6:**
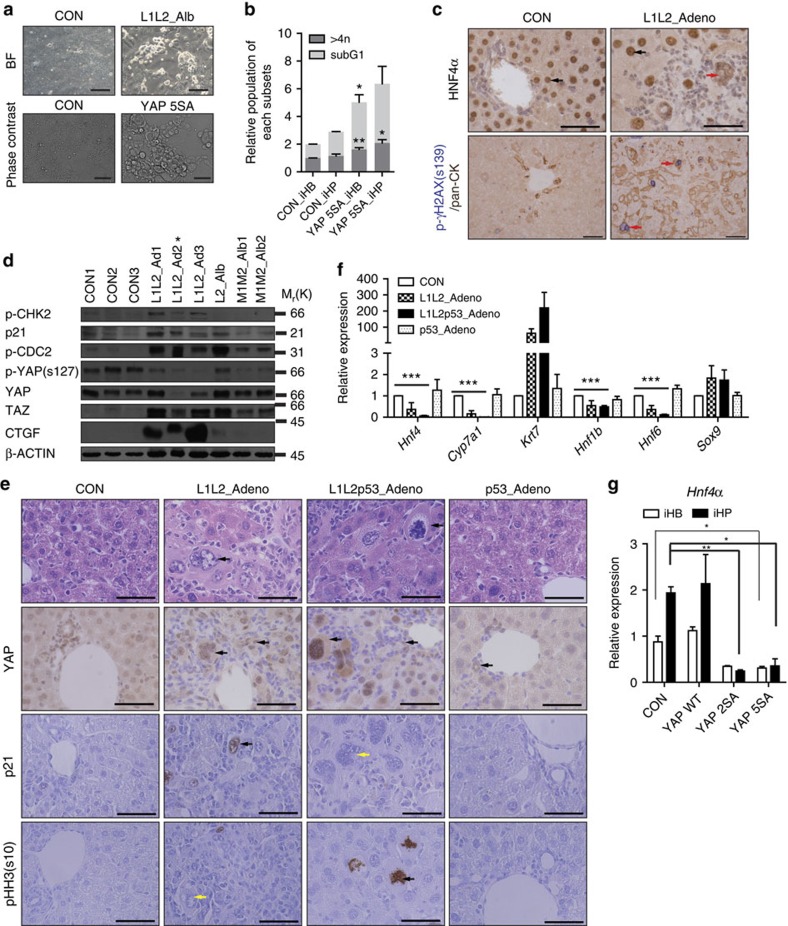
Hyper-activation of YAP induced oncogenic stress-induced senescence or apoptosis, which does not affect hepatocyte differentiation. (**a**) Representative bright-field (upper) and phase contrast (lower) images of *in vitro* differentiated hepatocytes from control cells, L1L2_Alb hepatoblasts (upper, scale bars, 50 μm) and YAP 5SA over-expressing hepatoblasts (lower, scale bars, 100 μm). (**b**) fluorescence-activated cell sorting (FACS) analysis of *in vitro* cultured hepatoblasts and hepatocytes. *n*=3. (**c**) Representative immunohistochemical results obtained with anti-HNF4α (upper) and anti-phospho-γH2ax (S139) (lower) in control and L1L2_Adeno livers. Black arrows indicate normal hepatocytes; red arrows in (**c**) up indicate LCCs of hepatocytes and red arrows in (**c**) bottom indicate positive signal to p- γH2AX. Scale bars, 50 μm. (**d**) Western blot analysis of liver extracts from control and *Lats1^*−/−*^; Lats2^fl/fl^* mice injected with adeno-Cre (L1L2_Ad; lanes 1–6), *Lats2^fl/fl^; Alb-Cre* (L2_Alb; lane 7, HCC) and *Mst1^fl/fl^;Mst2^*−/−*^;Alb-Cre* (Mst1/2_Alb; lanes 8 and 9, HCC). Asterisk indicates the lysate from livers with highly expanded fibrocytes. (**e**) Representative images of haematoxylin and eosin (H&E) staining and immunohistochemistry with antibodies against YAP, p21 and pHH3 (S10) in control, L1L2_Adeno, L1L2_p53_Adeno and p53_Adeno livers. In the H&E staining images, black arrows indicate LCCs of hepatocytes. In the immunohistochemical staining images, black arrows indicate positive signal to indicated antibodies and yellow arrows indicate a lack of staining. Scale bars, 50 μm. (**f**) Relative mRNA expression of hepatic and BEC markers in livers from mice of the indicated genotypes. (**g**) Relative *Hnf4α* mRNA expression levels of control, YAP WT, -2SA and -5SA over-expressing iHPs. The data are presented as means±s.e.m.; *n*=3, *P<0.05, **P<0.01 and ***P<0.005 (Student's *t*-test).

**Figure 7:**
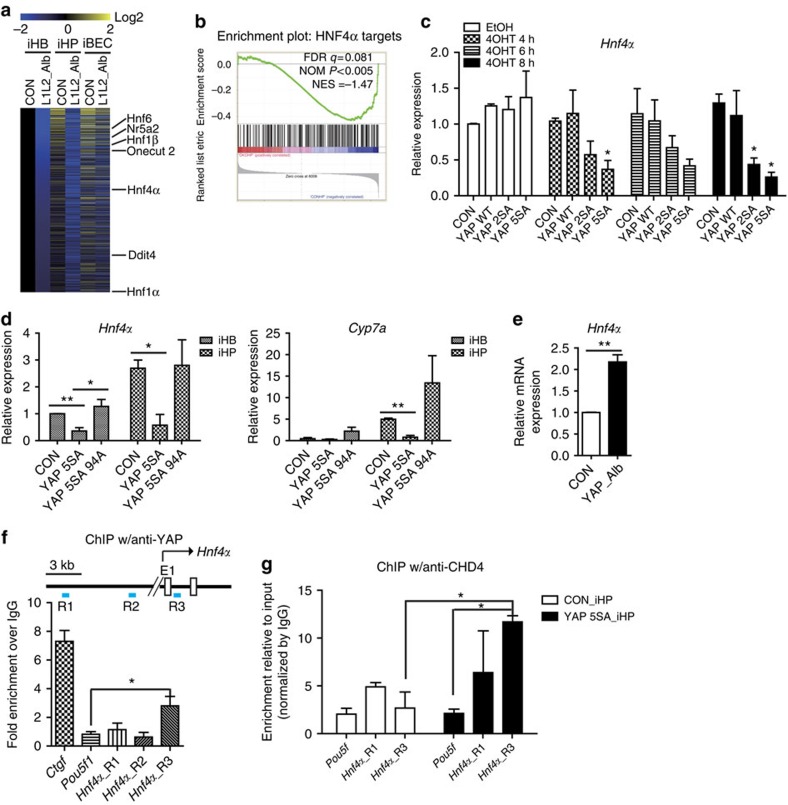
YAP represses the hepatic transcription factor *Hnf4α*, resulting in defective hepatocyte differentiation. (**a**) Heat map for genes found to be commonly down-regulated in *Lats1/2*-deficient hepatoblasts, differentiated hepatocytes and BECs. (**b**) *Hnf4α* target gene signature plot between control and *Lats1/2*-deficient iHPs. (**c**) Relative mRNA expression levels of *Hnf4α* in Aml12 cell lines stably expressing oestrogen receptor fused Yap mutants; control, YAP WT, -2SA and -5SA-ER^T2^ following their induction by tamoxifen for the indicated times. *n*=2. (**d**) Relative mRNA expression levels of *Hnf4α* and *Cyp7a1* in YAP 5SA and YAP 5SA 94A (Tead-binding defective) over-expressing iHBs and iHPs. (**e**) Relative mRNA expression levels of *Hnf4α* in control and Yap-knockout iHPs. (**f**,**g**) chromatin immunoprecipitation (ChIP) analysis of the *Hnf4α* locus in flag- YAP 5SA over-expressing iHPs, performed using anti-flag or -YAP (**f**) and anti-CHD4 (**g**). The data are presented as means±s.e.m.; *n*=3, *P<0.05 (Student's *t*-test).

How the deposited data were processed for this re-analysis (not part of the article)

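RNA of cultured hepatoblasts (iHB) and of cells differentiated from them to hepatocytes (iHP) or BECs (iBEC) was measured by RNA sequencing in 8 libraries, 3 of control cells and 5 labelled L1L2_Alb, with 1 control library in each of the 3 stages. The libraries were made with a TruSeq kit and sequenced on Illumina equipment. The authors deposited 1 table with 1 value per gene and library. The values are RPKM as deposited by the authors (or the same unit per fragment), scaled by gene length and library size, with no scaling between libraries. The unit was inferred from the values, since short RNA genes of known length changed in whole steps. The paper's text and its supplementary tables name no aligner, counting method, genome build or annotation, so genes are given by symbol and no positions are given. The labels and the text do not state whether libraries of a condition are from different embryos.
The table held 23471 entries. 4 entries, of 2 symbols that occurred more than once, were left out because the genes behind them could not be told from the symbol, which left 23467 genes, of which 3442 were at 0 in every library. The number of reads per library was recovered from at least 5 short genes of known length (RefSeq), and whole reads for the other genes from the same factor, with 3 reads as the floor. The depth is given above for each library. It limits statements on genes of a few reads, such as *Cyp7a1* and *Hey1*, whereas in a chi-square over all genes with at least 10 reads in a pair the spread between libraries of a condition was larger than the counting noise, which need not hold for each gene. Recovered reads were used for depth and floors, and not for a count model.
Values were changed to log2(RPKM + 1). Genes with a mean of at least 1 RPKM over the 8 libraries were fitted with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend) with stage as a block and genotype as the effect, and p was adjusted by the Benjamini-Hochberg method. Every adjusted p is from limma and two-sided, with a threshold of 0.05. The difference of the effect between stages was tested by the moderated F test on the 6 conditions, with 2 residual degrees of freedom. In a single stage, each L1L2_Alb library was set against the 1 control library without a test. Gene lists were tested with camera (correlation 0.01) and described in each stage by their median and its percentile among 10000 random lists matched on expression in 20 bins (seed 1). The comparisons, alternatives, rule for named genes and 13 of the gene lists were fixed before the data were examined. A further list was taken from Supplementary Data 1, and 6 marker lists were written after the first results. The genes named are 29 genes of the paper, 27 of them tested, and the 5 largest increases and 5 largest decreases among genes past the threshold with the same direction in all 5 L1L2_Alb libraries. List medians in a stage were also computed with genes at or under the floor set at their bound, which left them unchanged to within 0.001. GC content and gene length came from GENCODE. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used for the tables and figures.
The alternatives, 18 settings in all, were a pseudocount of 0.1, upper-quartile scaling (the percentile 75 of expressed genes), quantile normalization, no filter on low values, a mean of at least 5 RPKM, eBayes without trend, leaving out each L1L2_Alb library of a pair, leaving out each stage, averaging the libraries of a pair, an adjusted p under 0.1, a change of at least 2-fold, fry, and camera with an estimated correlation. A count model was not run, because the deposited values are not counts. The MSigDB sets of the paper were not held and not used here, and Supplementary Data 2 was held in part. Results of 2 further genes of the paper and of 1 of the 14 gene lists are not reported here.
The procedure was tested on simulated data with 200 of 13421 genes changed in 8 libraries. Of genes changed by 2 on the log2 scale 80% were called, of genes changed by 1 33% were called, and 7 unchanged genes were called. With nothing changed, 0 were called. For the test of a difference between stages, the first simulation used the spread of the common fit and called 0% of genes changed by 4 on the log2 scale in iHPs alone. A later simulation, with the spread within the pairs of libraries, called 89% of them, 100% of genes changed by 8, and 3 unchanged genes. That test can therefore miss a difference of 4 on the log2 scale.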

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

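The test of the BEC markers between the libraries labelled L1L2_Alb was chosen only after the result was seen. Genotypes are given as labelled throughout.
Gene lists whose median log2 fold change in every library labelled L1L2_Alb went one way in one stage and the opposite way in another stand out. The difference in the median between stages was not tested. It is given here between the means of the medians of single libraries, and not between the stage medians given at the claims. For the Notch pathway, iBECs differed from iHBs by 0.53 and from iHPs by 0.55, and for the Hedgehog pathway by 0.69 and 0.19. For the haematopoietic markers iBECs differed from iHBs by 0.93 and from iHPs by 1.63, and for the BEC markers from iHBs by 2.28. Upper-quartile scaling removed most of the rise in iBECs of the first of these, with medians of 0.05 for the Notch pathway and -0.05 for the Hedgehog pathway, so that the opposite direction of the Hedgehog pathway in iBECs depends on the scaling. Differences in sequencing batch were not tested, because no batch is given, and a biological difference between stages stays open and untested.
The BEC markers had a median log2 fold change of -1.03 in the library labelled L1L2_Alb iHB, -0.10 in iHPs and 1.13 in iBECs. Across the stages the list did not pass camera (median 0.43, adjusted p = 0.578, higher in 7 of 12 genes). Of these genes, 4 were called over all genes tested, 2 higher and 2 lower. When adjusted over the list alone 6 were called, 4 higher and 2 lower. The genes called lower over all genes were *Spp1* (-1.50, adjusted p = 0.0306 from limma) and *Sox4* (-1.35, 0.0138), each lower in 5 of 5 libraries. In the controls, the markers were lower in iBEC than in iHB by a median log2 difference of -1.76. Between the libraries labelled L1L2_Alb, iBEC and iHB differed by -0.32. These values are parts of the difference between the stages itself and do not decide its source. A control iBEC library with low BEC marker RNA could raise the change in iBECs, but would not lower the markers in iHBs, and with 1 control library of iBECs it cannot be told apart from a property of control iBECs.
Single genes with every library of one stage against every library of another were *Cebpa* (iHP against iHB -1.06, iBEC against iHB -0.66), *Notch2* (iBEC against iHB 0.48, iBEC against iHP 1.00), *Hes1* (iHP against iHB 1.12), *Epcam* (iHP against iHB 2.00, iBEC against iHB 3.98), *Chd4* (iBEC against iHB 0.65, iBEC against iHP 0.46) and *Rbpj* (iBEC against iHB 0.95), all as differences in log2 fold change. These pairs of stages were not tested singly. The test of a difference over the 3 stages did not call any of these genes, the smallest adjusted p being 0.264 for *Epcam*. After upper-quartile scaling *Chd4* was at -0.11 in iBECs, so that its opposite direction there depends on the scaling. No biological explanation was tested.
The genes with the largest increases past the threshold are not discussed in the paper. Across the stages, *Tff1* changed by 4.56 (adjusted p = 0.00345 from limma), *Slc39a8* by 4.18 (2.68e-04), *S100a7a* by 4.15 (0.0031), *Sept4* by 4.14 (9.3e-04) and *Serpinb9b* by 4.11 (8.27e-04), each higher in 5 of 5 libraries labelled L1L2_Alb. *Tff1* rose from 1.03 to 63.9 RPKM in iHBs, from 5.76 to 528 and 86.3 RPKM in iHPs and from 2.33 to 36.3 and 56.5 RPKM in iBECs. Of the 5 genes, *S100a7a* lost its call without iHPs (adjusted p = 0.0638, the highest of a range from 3.08e-04), and the other genes kept theirs in all 13 alternatives. They were singled out for their size, and no technical or biological explanation was tested for them singly.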

How the results depend on the processing

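The tests below were all planned, and none was chosen only after the result was seen. Except where a reason is given, the cause was not tested. No paired analysis was possible because the labels do not link control and L1L2_Alb libraries to litters or embryos. The count model set as an alternative was not run, because the deposited values are RPKM.
Among the count of genes, the list tests, the tested genes of the paper and the stage medians, 203 values of the main comparisons and 859 of single genes and lists kept their direction and their side of the threshold or moved less than the spread. In the main comparisons 32 moved, 5 reversed, 7 became stronger and 13 weaker, and among single genes and lists 66 moved, 33 reversed, 6 became stronger and 50 weaker.
The count of 1284 genes became 686 with no filter on low values, where more genes are tested, 2215 at an adjusted p under 0.1, 326 without iHBs and 132 without iHPs, and from 793 to 1227 across the 4 fits that each left out 1 library. With upper-quartile scaling it was 1187, of which 1063 are among the 1284, and without iBECs 1396 (831 shared), with 523 higher and 873 lower. The test of a difference between stages called 0 genes in each of its 5 alternatives, with from 466 of 9738 genes at an unadjusted p under 0.05 for a mean of at least 5 to 1616 of 20025 with no filter on low values.
Of the lists, 0 passed camera with an estimated correlation and 5 passed fry. With the estimated correlation the adjusted p was 0.118 for the YAP targets, 0.396 for the p53 targets, 0.246 for the E2F targets, and 0.143 each for the liver genes and bile acid metabolism. With fry it was 0.0722 for the p53 targets, and the direction reversed for the Hedgehog pathway and the endothelial markers (0.868 each). The TGFβ list passed with upper-quartile scaling (0.0431), quantile normalization (0.0427), no filter (0.0293) and without iHPs (0.0375), and its adjusted p ranged from 0.0436 to 0.141 across the 4 fits that each left out 1 library. The Notch list passed with no filter (0.0175). Directions reversed for the endothelial markers with upper-quartile scaling (0.908), quantile normalization (0.898) and without L1L2_Alb iHP replicate 1 (0.861, in a range from 0.563 to 0.878 across those 4 fits), for the Hedgehog pathway without iHBs (0.971) and for the BEC markers without iBECs (0.391).
Across the stages, the direction reversed for *Rbpj* with upper-quartile scaling (-0.029), with quantile normalization (-0.042), without iBECs (-0.172), without L1L2_Alb iHP replicate 2 (-0.003) and without L1L2_Alb iBEC replicate 1 (-0.012, the lowest of a range up to 0.174 across the 4 fits that each left out 1 library), for *Hes1* without iHBs (0.155), for *Notch2* without iHPs (0.15) and without L1L2_Alb iHP replicate 2 (0.104, the highest of a range from -0.278 across those 4 fits), and without iBECs for *Sox9* (0.046) and *Epcam* (-0.213).
With a pseudocount of 0.1, which widens changes of low values, medians moved to -3.328 for the liver genes and -0.589 for the Hedgehog pathway in iHBs, and to -1.437 for the E2F targets and -0.389 for the Hedgehog pathway in iHPs, and *Hey1* reversed in iHPs (-0.051).
Upper-quartile scaling shifts all genes of a library alike. In iHPs it moved the YAP targets to 0.954, the E2F targets to -1.297, the liver genes to -2.716, the Notch pathway to -0.463 and the Hedgehog pathway to -0.33, and reversed the TGFβ list (-0.039) and *Rbpj* (-0.091). In iBECs it moved the YAP targets to 0.889, the p53 targets to 0.518, the liver genes to -1.028, bile acid metabolism to -0.807, the Notch pathway to 0.046 and the TGFβ list to 0.148, and reversed the Hedgehog pathway (-0.046), *Yap1* (-0.167), *Hey1* (-0.017) and *Chd4* (-0.112). Between control iHP and control iHB it gave 1.433 for the liver genes and -0.099 for the YAP targets and reversed *Krt7* (0.049), and between control iBEC and control iHB it gave 1.685 for the liver genes, -1.357 for the BEC markers and -0.667 for the YAP targets.
Leaving out either L1L2_Alb library of a stage leaves the value of the other. In iHPs the medians then ranged from 0.929 to 1.072 for the YAP targets, from -1.288 to -1.239 for the E2F targets, from -0.493 to -0.371 for the Notch pathway, from -0.015 to -0.004 for the Hedgehog pathway and from -0.004 to 0.221 for the TGFβ list. In iBECs they ranged from 0.991 to 1.117 for the YAP targets, from 0.679 to 0.821 for the p53 targets, from -0.977 to -0.832 for the liver genes, from 0.064 to 0.171 for the Notch pathway, from 0.135 to 0.228 for the Hedgehog pathway and from 0.32 to 0.402 for the TGFβ list. In iHPs the libraries also went opposite ways for the endothelial markers (from -1.328 to 0.671), the BEC markers (from -0.165 to 0.072), *Lats1* (from -0.587 to 0.96), *Sox9* (from -0.604 to 0.941), *Ankrd1* (from -0.137 to 0.765), *Hey1* (from -0.167 to 0.231) and *Rbpj* (from -0.271 to 0.317), and in iBECs for the mesenchymal markers (from -0.395 to 0.55), *Ddit4* (from -0.196 to 0.091), *Hes1* (from -0.159 to 0.054), *Trp53* (from -0.487 to 0.353) and *Hey1* (from -0.22 to 0.349).
The depth limits *Cyp7a1* in iHBs and iHPs and *Bhmt* in iHBs to the lower bounds of a fold change, of at least 12.8-fold for *Cyp7a1* in iHBs.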

Differences from the paper's values

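No test in this part was chosen only after the result was seen, but the values of *Hey1* in Fig. 1d were read after the other figure values had been compared. The folds are on the log2(RPKM + 1) scale from RNA-sequencing libraries, whereas the paper's are from qRT-PCR. The error bars of the figures were not read. The alternatives set before the data were examined that apply to folds are a pseudocount of 0.1, upper-quartile scaling and, in iHPs and iBECs, leaving out each L1L2_Alb library.
In L1L2_Alb iBEC against control iBEC, *Krt7* was at a fold of 6.73 against the paper's about 3.0 in Fig. 1b, read by eye, and *Onecut1* at 0.816 against about 0.45 in Fig. 1b, read by eye. None of the alternatives closed these gaps.
For *Hnf4a*, control iHP against control iHB was at 1.32 against the paper's about 4.0 in Fig. 1c, read by eye, L1L2_Alb iHB against control iHB at 0.428 against about 0.75 in Fig. 1c, read by eye, and L1L2_Alb iHP against control iHB at 0.487 against about 1.2 in Fig. 1c, read by eye. None of the alternatives closed these gaps. For *Cyp7a1*, control iHP against control iHB was at 1.74 against the paper's about 3.6 in Fig. 1c, read by eye. With a pseudocount of 0.1 it was at 3.34, within the bounds for a difference, and with upper-quartile scaling at 1.82, which did not close the gap.
In L1L2_Alb iHB against control iHB, *Notch2* was at 0.917 against the paper's about 0.55 in Fig. 1d, read by eye, *Sox9* at 0.922 against about 0.4 in Fig. 1d, read by eye, *Hes1* at 0.591 against about 0.9 in Fig. 1d, read by eye, and *Hey1* at 0.48 against about 1.4 in Fig. 1d, read by eye. None of the alternatives closed these gaps. In L1L2_Alb iBEC against control iBEC, *Notch2* was at 1.28 against the paper's about 0.6 in Fig. 1d, read by eye, and *Hes1* at 0.964 against about 0.55 in Fig. 1d, read by eye, and none of the alternatives closed these gaps. *Hey1* was there at 1.05 against the paper's about 0.57 in Fig. 1d, read by eye. With a pseudocount of 0.1 it was again at 1.05, but the spread between the libraries was then larger than the gap, and the other alternatives did not close it.
The paper states that the expression of LATS1/2 was reduced in L1L2_Alb cells, and its text does not say whether RNA or protein was measured. *Lats1* and *Lats2* RNA changed by 0.44 and 0.90 on the log2 scale across the stages, and *Lats1* was lower in 1 of 5 libraries and *Lats2* in 0 of 5. As values per gene do not separate reads on exons missing from the mutant alleles, they do not decide on the loss of either gene. The paper states an increase of *Jag1*, which Fig. 1d does not plot, and *Jag1* RNA changed by -0.38, lower in 5 of 5 libraries. The paper states that certain sets of TGFβ-responsive genes were enriched in the 3 cell types, by an enrichment analysis of gene sets not used here. The list of Supplementary Data 1, a different test over the 3 stages together, did not pass camera as planned (adjusted p = 0.0768), and passed with upper-quartile scaling (0.0431), quantile normalization (0.0427), no filter on low values (0.0293), without L1L2_Alb iHP replicate 2 (0.0436) and without iHPs (0.0375). The paper states that the network genes other than *Foxa2* were mostly down-regulated in all 3 cell types. *Hnf4a* and *Nr5a2* were called lower, each in 5 of 5 libraries. *Onecut1* was lower in 5 of 5 libraries but was not called, whereas it was called with upper-quartile scaling (0.0474), with quantile normalization (0.0402), without iBECs (0.017) and without L1L2_Alb iBEC replicate 1 (0.0443). The p53 list passed camera but not fry or the estimated correlation.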

Other observations

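The tests of exchanged genotype labels, of the *Lats2* allele, of fewer cells of every other type in iHPs, of mesenchymal, granulocytic and erythroid cells taken singly, and of dilution of hepatoblast RNA were chosen only after the result was seen. For the 6 added marker lists, the first results had been seen when the lists were written, but not the values of their genes.
More genes were called higher than lower, 64.8% of the calls. This depends on the stages entered, as the share was 37.5% without iBECs and 85.6% without iHPs. Scaling each library to its summed RPKM without its 20 most abundant genes brought the share over the 3 stages to 52%, and upper-quartile scaling to 51.6%. Both rescale whole libraries, which moves the share whatever the cause, so that abundant genes cannot be told apart from another difference in scale or a shift of many genes. The 10 genes of highest RPKM took 18.7% of the summed RPKM of the control iBEC library and from 6.89% to 10.2% of the others. *Spp1* alone took 3.2% of the summed RPKM of the control iBEC library. These are not shares of reads. With reads drawn to the smallest library the share was 63.2% (63.1% before, over 10432 genes). Drawing reads leaves the expected RPKM as it was, so that the share stays whatever the cause, and as the control was the deepest library in iHPs and in iBECs, depth cannot be told apart from genotype in these stages. With a GC trend removed from each library the share was 65.2% and with a length trend removed 65.9% (64.8% before, over 13295 genes). This argues against a GC or length trend around the mean of each library. As the mean of each library was kept, GC content or length acting through a shift of a whole library cannot be told apart from another cause. The GC and length tests were run in 2 versions. The first version also centred each library, gave 47.8% and 49.1%, and would have been read as pointing to GC content and length. It was replaced after these values were seen, because centring alone moves the share. The reading against a trend around the library mean rests on the later version, and neither version decides on a shift of a whole library.
Of 54 splits of the 8 libraries into 3 and 5 with stage as a block, 1, the real one, called as many genes as 1284. The next called 1071, and set the L1L2_Alb iHB and iHP libraries against the rest. Most of the 54 splits do not hold 1 library of each stage in the group of 3, as the real one does. The rank of 1 in 54 is therefore not a p-value for the grouping. For the 9 lists, 12 of the 54 splits gave as many, up to 10, so that the number of lists alone does not set the real split apart from the others.
*Lats2* RNA was higher in every library labelled L1L2_Alb. An exchange of the control and L1L2_Alb labels would lower the YAP targets in the libraries labelled L1L2_Alb, and their lowest median over the 5 libraries was 0.60, which argues against it. RNA of the *Lats2* allele without the excised exon may add to the log2 fold change of 0.90, but the values per gene do not show exons, and this explanation cannot be told apart from a rise of the whole transcript.
Lists of blood and mesenchymal markers were lower in iHBs and iHPs. Across the stages the erythroid markers (median -2.09, adjusted p = 2.52e-04 from limma, all genes lower), the mesenchymal markers (-1.07, 2.14e-05, 15 of 16) and the haematopoietic markers (-0.28, 0.0118, 12 of 18) passed camera, and none of these passed fry (0.0934, 0.222 and 0.505) or the estimated correlation (0.351, 0.396 and 0.584). The haematopoietic list lost its call without L1L2_Alb iHP replicate 1 (0.194) and without iHPs (0.862, the highest of a range from 2.59e-04). The 5 erythroid genes tested were 3 distinct measurements, since *Hba-a1* and *Hba-a2* had the same reads in every library, as had *Hbb-b1* and *Hbb-bs*, so that their list tests and counts take copies as separate genes. The erythroid list had 3 genes called over all genes tested and 5 when adjusted over the list alone, the mesenchymal list 0 (10 at an unadjusted p under 0.05) and 7, and the haematopoietic list 1 and 4. The endothelial markers did not pass (-0.26, adjusted p = 0.854, 3 of 5 genes lower), with 0 called over all genes tested (3 at an unadjusted p under 0.05) and 3 over the list alone. By stage, medians in iHBs, iHPs and iBECs were -2.76, -3.15 and -0.53 for the erythroid markers, -1.52, -1.72 and -0.05 for the mesenchymal markers, -0.37, -1.11 and 0.51 for the haematopoietic markers and 0.002, -0.41 and 0.20 for the endothelial markers. In iBECs the mesenchymal median was 0.55 without L1L2_Alb iBEC replicate 2.
Fewer cells of every other type would lower the markers of each type. The macrophage markers (9 of 12 tested) were at -0.03 in iHBs, percentile 39.0, at -0.24 in iHPs, percentile 7.68, and at 0.59 in iBECs. In iHBs, with 1 library and 5 of the 9 genes lower, this explanation cannot be told apart from a loss of some cell types only. In iHPs the neutrophil list (-4.50 and -5.80 in the 2 libraries) fell further than the second mesenchymal list (-1.25 and -0.64), by at least 3.25 in the same library, which argues against an equal fall of every type as the whole cause there. Fewer mesenchymal, granulocytic and erythroid cells together was the explanation planned before the added lists were examined, and it missed the bound set for it, as the highest percentile of their lists in iHBs and iHPs was 24.9. This is the percentile of a single erythroid gene, and the other 3 lists were at 0.95 or lower, so that the explanation cannot be told apart from a loss of mesenchymal and granulocytic cells alone. Only after that was it split into 3. Taken singly, the second mesenchymal list (13 of 16 tested, the most abundant gene being *Bgn*) was at -1.58 in iHBs and -1.09 in iHPs (percentile 0.01 or lower), and at 0.20 in iBECs. The neutrophil list (13 of 13 tested) was at -1.04 and -5.29, percentile 0 in both, and at -1.90 in iBECs, where the libraries were apart (-3.86 and -0.31). Its most abundant gene, *S100a9*, was at 7494 RPKM in control iHB and 1850 RPKM in L1L2_Alb iHB, and at 5040 RPKM in control iHP against 236 and 24.1 RPKM. The mast cell and eosinophil list, with 3 of 10 genes tested, was at -1.45, -1.65 and 0.24. Fewer mesenchymal and fewer granulocytic cells in the libraries labelled L1L2_Alb iHB and iHP are candidate explanations. For erythroid cells 1 of 12 genes of the second list was tested (*Gypc*, -0.75, -0.67 and 0.41, percentile 24.9 in iHPs), too few to decide. Lower expression of these genes in the cells stays open.
Liver genes were lower in the libraries labelled L1L2_Alb iHB and iHP. Hepatoblast RNA diluted by blood and mesenchymal cells would raise the markers of those cells, and the mesenchymal markers were at -1.52 in iHBs, which argues against it. The E2F targets were lower as well. In iHBs and iHPs the neutrophil list and the single gene of the second erythroid list were lower, the highest median being -0.67 for that gene alone, whereas the macrophage list was at -0.03 in iHBs. Fewer dividing blood cells therefore cannot be told apart from less division of the hepatoblasts there. In iBECs the 4 blood lists went apart, from -1.90 for the neutrophil list to 0.59 for the macrophage list, which leaves the explanation open there too. The number given for the test in iBECs was changed from the lowest to the highest of these medians after both were seen.
Between single control libraries, liver genes were higher in iHP and in iBEC than in iHB, by medians of 1.25 and 1.28, and erythroid markers were lower in iBEC by -4.75. Higher liver genes and lower BEC markers in control iBEC than in control iHB may come from an exchange of the control iHP and control iBEC libraries. The list of oncostatin M and STAT3 response genes, all 15 of them expressed in these cultures, was higher in control iBEC than in control iHP by a median of 0.76, as an exchange predicts. The prediction was written before, and the reading was moved to undecided after the value was seen, because other values point the other way. Control iBEC had a correlation of 0.934 and 0.949 with the L1L2_Alb iBEC libraries, against 0.912 and 0.931 for control iHP. Control iHP had one of 0.899 and 0.868 with the L1L2_Alb iHP libraries, against 0.835 and 0.841 for control iBEC, and *Cyp7a1* had 152 reads in control iHP against 25 in control iBEC. The list also holds acute-phase genes of the liver, such as *Saa1*. As values point both ways, an exchange cannot be told apart from a property of these single libraries, and changes in iHPs and iBECs taken singly rest on the labels. In the libraries labelled L1L2_Alb against their controls the list was at -0.19 in iHBs, -0.23 in iHPs and -0.30 in iBECs.
Other genes of the paper did not pass the threshold across the stages. Log2 fold changes were -0.54 for *Cebpa* (adjusted p = 0.166 from limma, lower in 4 of 5), -0.79 for *Onecut2* (0.113, lower in 5 of 5), -0.52 for *Ddit4* (0.144, lower in 4 of 5), 0.82 for *Epcam* (0.417, higher in 4 of 5), -0.25 for *Chd4* (0.478, lower in 3 of 5) and 0.08 for *Rbpj* (0.871, higher in 3 of 5). *Ddit4* passed in 1 of 13 alternatives, with an adjusted p of 0.0356 in a range up to 0.504.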
